# Specific labeling of synaptic schwann cells reveals unique cellular and molecular features

**DOI:** 10.7554/eLife.56935

**Published:** 2020-06-25

**Authors:** Ryan Castro, Thomas Taetzsch, Sydney K Vaughan, Kerilyn Godbe, John Chappell, Robert E Settlage, Gregorio Valdez

**Keywords:** perisynaptic schwann cells, terminal schwann cells, NMJ, automated perimetrycytes, synaptic glia, astrocytes, Mouse

## Abstract

Perisynaptic Schwann cells (PSCs) are specialized, non-myelinating, synaptic glia of the neuromuscular junction (NMJ), that participate in synapse development, function, maintenance, and repair. The study of PSCs has relied on an anatomy-based approach, as the identities of cell-specific PSC molecular markers have remained elusive. This limited approach has precluded our ability to isolate and genetically manipulate PSCs in a cell specific manner. We have identified neuron-glia antigen 2 (NG2) as a unique molecular marker of S100β+ PSCs in skeletal muscle. NG2 is expressed in Schwann cells already associated with the NMJ, indicating that it is a marker of differentiated PSCs. Using a newly generated transgenic mouse in which PSCs are specifically labeled, we show that PSCs have a unique molecular signature that includes genes known to play critical roles in PSCs and synapses. These findings will serve as a springboard for revealing drivers of PSC differentiation and function.

## Introduction

The neuromuscular junction (NMJ) is a tripartite synapse comprised of an α-motor neuron (the presynapse), extrafusal muscle fiber (the postsynapse), and specialized synaptic glia called perisynaptic Schwann cells (PSCs) or terminal Schwann cells. Due to its large size and accessibility, extensive research of the NMJ has been essential to the discovery of the fundamental mechanisms that govern synaptic function, including the concepts of neurotransmitter release, quantal transmission, and active zones, among others (Katz and Miledi, 1967; Fatt and Katz, 1952; Sealock et al., 1989; Sobel et al., 1979; Sobel et al., 1977; Sanes and Lichtman, 1999; Darabid et al., 2014; Katz and Miledi, 1966; Robertson, 1956; Changeux et al., 1970; Godfrey et al., 1984; Jennings et al., 1993; Lwebuga-Mukasa et al., 1976; Nitkin et al., 1987; Porter and Froehner, 1983). Likewise, the concept of glia that exist primarily to support synapse function, and thus the realization that synapses are tripartite, has its origins at the NMJ (Robertson, 1956; Couteaux, 1960; Kang et al., 2007; Zuo et al., 2004; Griffin and Thompson, 2008; Boeke, 1949; Heuser and Reese, 1973; Miledi and Slater, 1968; Miledi and Slater, 1970; Peper et al., 1974; Astrow et al., 1994; Astrow et al., 1998; Reynolds and Woolf, 1992; Young et al., 2005). PSCs surround the NMJ where they are closely associated with its pre- and postsynaptic components (Griffin and Thompson, 2008; Ko and Robitaille, 2015; Darabid et al., 2014). In addition to providing trophic support for the NMJ (Griffin and Thompson, 2008; Ko and Robitaille, 2015; Darabid et al., 2014; Reddy et al., 2003), PSCs have been shown to guide motor axon innervation and synaptogenesis (Reddy et al., 2003; Trachtenberg and Thompson, 1997; Koirala et al., 2000; O'Malley et al., 1999; Barik et al., 2016), support compensatory axonal sprouting (Astrow et al., 1994; Reynolds and Woolf, 1992; Son and Thompson, 1995; Love and Thompson, 1998), participate in synaptic pruning (Griffin and Thompson, 2008; Lee et al., 2017; Smith et al., 2013; Darabid et al., 2013), and detect and modulate cholinergic transmission (Ko and Robitaille, 2015; Jahromi et al., 1992; Reist and Smith, 1992; Robitaille, 1995; Robitaille et al., 1997; Rochon et al., 2001).

While great progress has been made in understanding the cellular and physiological characteristics of PSCs, very little is known about the molecular composition of these cells (Ko and Robitaille, 2015). This has been due to the absence of a cell-specific molecular marker with which PSCs can be identified, isolated, and genetically manipulated. This has hindered examinations of the processes of PSC development, differentiation and turnover. Additionally, isolation and targeting of PSCs for interrogation of molecular function in vivo and in vitro has not been possible. Therefore, the discovery of markers specific to PSCs is necessary to advance our understanding of PSCs, and synaptic glia in general, on multiple fronts.

A growing number of molecular markers that recognize subsets of glial cells throughout the nervous system have been identified (Jäkel and Dimou, 2017). Therefore, we explored the possibility that a unique combination of glial cell markers could be used to distinguish PSCs. We have found that PSCs can be identified by the combined expression of the calcium-binding protein B (S100β) (Brockes et al., 1979; Perez and Moore, 1968) and neuron-glia antigen-2 (NG2) (Stallcup, 1981; Bergles et al., 2010) genes. We utilized this unique molecular fingerprint to create a transgenic mouse that enables visualization and isolation of PSCs in a cell specific manner. This genetic model will help overcome obstacles to understanding the cellular and molecular rules that govern PSC function at NMJs during development, following injury, in old age, and in diseases, such as Amyotrophic Lateral Sclerosis (ALS).

## Results

To identify unique markers for PSCs, we examined the expression of genes shown to be co-expressed with well-established markers of Schwann cells in a subset of glial cells in the central nervous system in PSCs. We focused on NG2 for the following reasons: 1) it has been found to be co-expressed with S100β, a classical marker of all Schwann cells, in a subset of glial cells in the developing brain (Matthias et al., 2003; Hachem et al., 2005; Vives et al., 2003; Moshrefi-Ravasdjani et al., 2017; Platel et al., 2009); 2) published data show that it is expressed in skeletal muscles and labels pericytes and neural progenitor cells (Birbrair et al., 2013a; Birbrair et al., 2013b). To determine if NG2 is expressed by PSCs, we examined whole-mounted extensor digitorum longus (EDL) muscles from NG2-dsRed mice (Zhu et al., 2008). We observed widespread distribution of NG2-dsRed postive cells in the EDL muscle, including a distinct subset of cells located specifically at the NMJ and with a similar morphology as PSCs (Figure 1C). To determine if NG2 is expressed in PSCs we generated a transgenic mouse line (referred herein as S100β-GFP;NG2-dsRed; Figure 1A) by crossing the NG2-dsRed line with the S100β-GFP mouse line in which the S100β promoter drives expression of GFP in all Schwann cells (Zuo et al., 2004). As expected, in the resulting S100β-GFP;NG2-dsRed double transgenic mouse line, dsRed labeled all NG2 positive cells (referred herein as NG2-dsRed^+^) and GFP labeled all Schwann cells (referred herein as S100β-GFP^+^) (Figure 1B–C) in skeletal muscles. However, we found a select subset of glia positive for both S100β-GFP and NG2-dsRed specifically located at the NMJ (yellow cells in Figure 1D). Based on the location and morphology of the cell body and its elaborations, we concluded that PSCs are the only cells expressing both S100β-GFP and NG2-dsRed in skeletal muscles.

**Figure 1.**
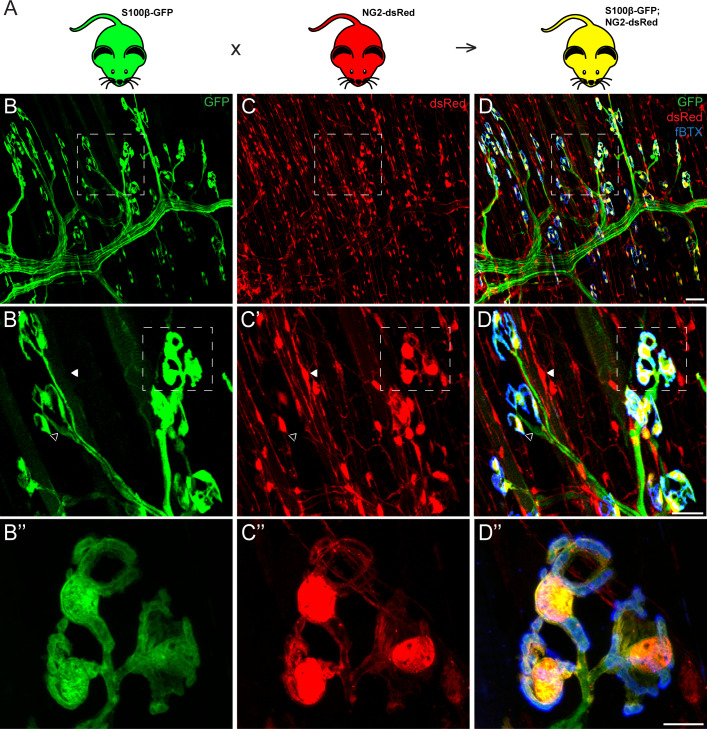
Co-expression of S100β and NG2 is unique to PSCs in the EDL muscle. (**A**) In order to selectively label PSCs, S100β-GFP and NG2-dsRed transgenic mice were crossed to create S100β-GFP;NG2-dsRed mice. (**B–D**) Representative images of GFP (**B**) and dsRed (**C**) fluorescence in the EDL of S100B-GFP;NG2-dsRed mice. S100β-GFP+ Schwann cells are visible along the motor axon while S100β-GFP+ PSCs are identified by their unique morphology and clustering pattern near the NMJ, visualized here using a fluourescent α-bungarotoxin conjugate (fBTX) to detect nAChRs (blue). Note that PSCs are the only cells expressing both GFP and dsRed (**D**). At non-synaptic sites, GFP-positive cells do not express dsRed (hollow arrow; **B’, C’, D’**) and dsRed-positive cells do not express GFP (filled arrow; **B’, C’, D’**). Scale bar = 50 μm (**D**), 25 μm (**D’**), and 10 μm (**D’’**).

We next evaluated whether the S100β-GFP;NG2-dsRed mouse line serves as a reliable model to study PSCs and their roles at NMJs. In healthy young adult muscle, we observed the same number of PSCs at NMJs in the EDL muscle of S100β-GFP and S100β-GFP;NG2-dsRed mice (Figure 2A–C). The morphology of PSCs also appeared to be indistinguishable between the two transgenic lines. In addition, the morphology of NMJs, as assessed by fragmentation of nicotinic acetylcholine receptor (nAChR) clusters, is unchanged in S100β-GFP;NG2-dsRed mice compared to S100β-GFP and wild type mice (Figure 2A,B,D). Thus, the co-expression of S100β-GFP and NG2-dsRed does not appear to cause apparent deleterious changes on either PSCs or the postsynaptic region revealed by nAChRs. However, it remains possible that co-expression of these markers in PSCs may disrupt the presynapse and biophysical properties of the NMJ. If so, we hypothesize that such changes would be minor given that S100β-GFP;NG2-dsRed mice are outwardly indistinguishable when compared to S100β-GFP and wild type mice.

**Figure 2.**
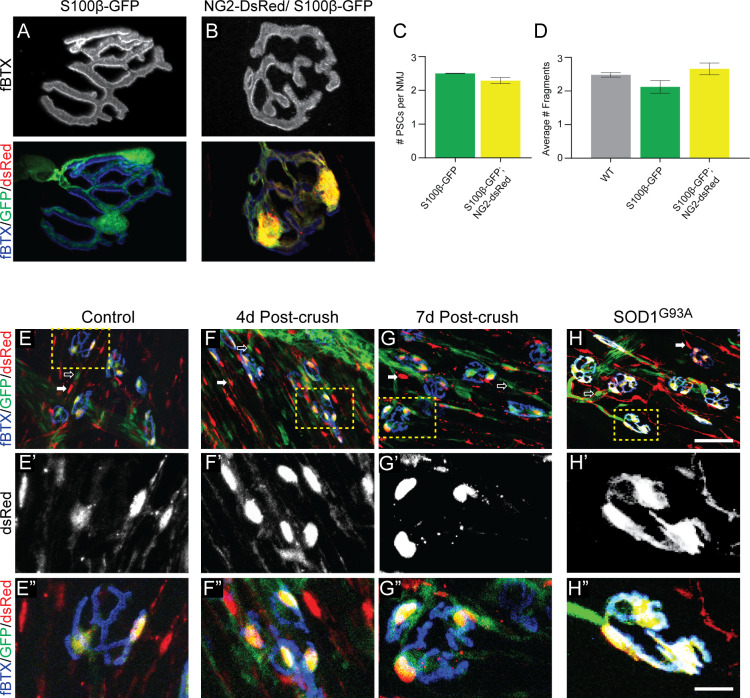
The NG2-DsRed/S100β-GFP mouse line can be used to reliably identify PSCs in healthy and stressed NMJs. (**A–B**) Representative images of NMJs identified by fBTX labeled nAChRs from S100β-GFP (**A**) and S100β-GFP;NG2-dsRed (**B**) EDL. (**C–D**) The co-expression of GFP and dsRed has no discernible negative effects on NMJ fragmentation or PSC number in the EDL muscle of young adult mice. (**C**) The average number of PSCs per NMJ is unchanged between S100B-GFP mice and S100β-GFP;NG2-dsRed mice. (**D**) The average number of nAChR fragments per NMJ, as determined by analysis of continuity of fBTX labeled nAChRs, is unchanged between wild-type, S100B-GFP, and S100β-GFP;NG2-dsRed animals. (**E–H**) PSCs in stressed muscle co-express S100β-GFP and NG2-dsRed. Representative images of NMJs identified by fBTX labeled nAChRs in S100β-GFP;NG2-dsRed mice shows co-expression of S100β-GFP and NG2-dsRed by PSCs in healthy uninjured (**E**), at 4d (**F**), and 7d (**G**) post-fibular nerve crush, and in P120 SOD1G93A (**H**) EDL. At non-synaptic sites, GFP-positive cells do not express dsRed (hollow arrow; **E, F, G, H**) and dsRed-positive cells do not express GFP (filled arrow; **E, F, G, H**). Error bar = standard error of the mean. Scale bar = 10 μm (**A–B**), 50 μm (**E–H**), and 12.5 μm (E’-H’ and E’=H’).

We next assessed if S100β-GFP;NG2-dsRed mice could also be used to study PSCs at degenerating and regenerating NMJs. First, we examined expression of NG2-dsRed and S100β-GFP after crushing the fibular nerve (Dalkin et al., 2016). In this injury model, motor axons completely retract within 1 day and return to reinnervate vacated postsynaptic sites by 7 days post-injury in young adult mice. Similar to healthy uninjured EDL muscles (Figure 2E), NG2-dsRed and S100β-GFP were found co-expressed exclusively in PSCs at 4d and 7d post-injury (Figure 2F–G). Second, we crossed the SOD1^G93A^ mouse line, (Gurney et al., 1994) a model of ALS shown to exhibit significant degeneration of NMJs (Moloney et al., 2014), with S100β-GFP;NG2-dsRed mice and examined the expression pattern of NG2-dsRed and S100β-GFP in the EDL during the symptomatic stage (P120). We again found NG2-dsRed and S100β-GFP co-expressed only in PSCs in the EDL of P120 SOD1^G93A^;S100β-GFP;NG2-dsRed mice (Figure 2H). Together, these data strongly indicate that this genetic labeling approach can be deployed to study the synaptic glia of the NMJ in a manner previously not possible in healthy and stressed NMJs.

To determine the relationship between NG2 expression and PSC differentiation, we analyzed NG2 expression in S100β-GFP^+^ Schwann cells during the course of NMJ development in the EDL muscle of S100β-GFP;NG2-dsRed mice (Figure 3A and Figure 3—figure supplement 1). We observed the presence of S100β-GFP^+^ cells at the NMJ as early as embryonic day 15 (E15) with 100% of NMJs having at least one S100β-GFP^+^ cell by post-natal day 9 (Figure 3A,B). During the embryonic developmental stages, we observed that NMJs are exclusively populated by S100β-GFP^+^ cells that do not express NG2-dsRed (Figure 3C). At post-natal day 0 (P0), however, we observed NG2-dsRed expression in a small subset of S100β-GFP^+^ cells (Figure 3A,C). Notably, the proportion of NMJs with S100β-GFP^+^;NG2-dsRed^+^ cells sharply increased between the ages of P0 and P9, coinciding with the period of NMJ maturation in mouse skeletal muscles (Figure 3C). By P21, when NMJ maturation in mice is near completion (Sanes and Lichtman, 1999), we observed S100β-GFP^+^;NG2-dsRed^+^ cells to be exclusively present at NMJs (Figure 3C). At this age, the number of S100β-GFP^+^;NG2-dsRed^+^ PSCs reached an average of 2.3 per NMJ and this remained unchanged in healthy young adult mice (Figure 3A,D). To confirm that dsRed expression from the NG2 promoter denotes the temporal and spatial transcriptional control of the NG2 gene in S100β-GFP;NG2-dsRed mice, we immunostained for NG2 protein. We found NG2 protein present at mature NMJs but not in NMJs of E18 mice with IHC (Figure 3—figure supplement 2). Thus, the induced expression of NG2 during the course of NMJ development in Schwann cells located proximally to the NMJ provides further evidence that NG2 is a marker of mature, differentiated S100β^+^ PSCs. It is possible that PSCs upregulate NG2 during development in order to restrict motor axon growth at the NMJ (Filous et al., 2014). Induced NG2 expression during NMJ development along with the constant presence of S100β-GFP^+^ cells (S100β-GFP^+^ or S100β-GFP^+^;NG2-dsRed^+^) and absence of single labeled NG2-dsRed+ cells at NMJs at every observed developmental time point (Figure 3B,C) strongly support previous studies indicating that PSCs originate from Schwann cells (Lee et al., 2017).

**Figure 3.**
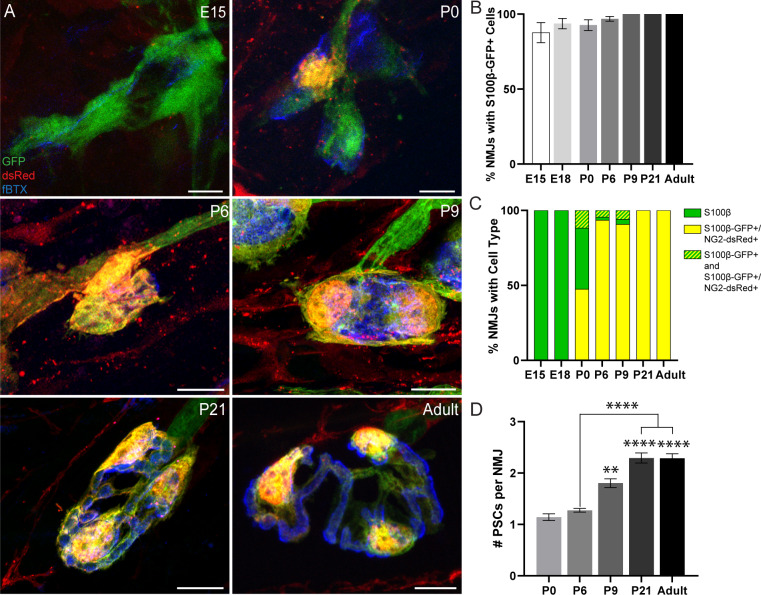
Analysis of NG2-dsRed distribution and PSC density during NMJ development in the EDL muscle. (**A**) Representative images of NMJs, identified by nAChR clusters with fBTX (blue), in developing (E15, P0, P6, P9, P21) and adult S100β-GFP (green);NG2-dsRed (red) transgenic EDL. (**B**) The number of NMJs populated by at least one S100β-GFP+ cell increases between the ages of E15 and P9, at which point all observed NMJs have at least one S100β-GFP+ cell. (**C**) Analysis of NMJs that contain at least one single labeled S100β-GFP+ cell (green bar), at least one double labeled S100β-GFP+;NG2-dsRed+ cell (yellow bar) or a combination of single labeled S100β-GFP+ cells and double labeled S100β-GFP+;NG2-dsRed+ cells (green/yellow bar) shows that developing NMJs are exclusively populated by S100β-GFP+ cells in the embryonic stages and are increasingly populated by S100β-GFP+;NG2-dsRed+ cells as the NMJ develops. (**D**) The average number of PSCs per NMJ increases during development. Error bar = standard error of the mean. Scale bar = 10 μm. *=p < 0.05,***=P < 0.001; ****=P < 0.0001. Asterisks represent comparisons with P0 unless otherwise noted.

**Figure 3—figure supplement 1.**
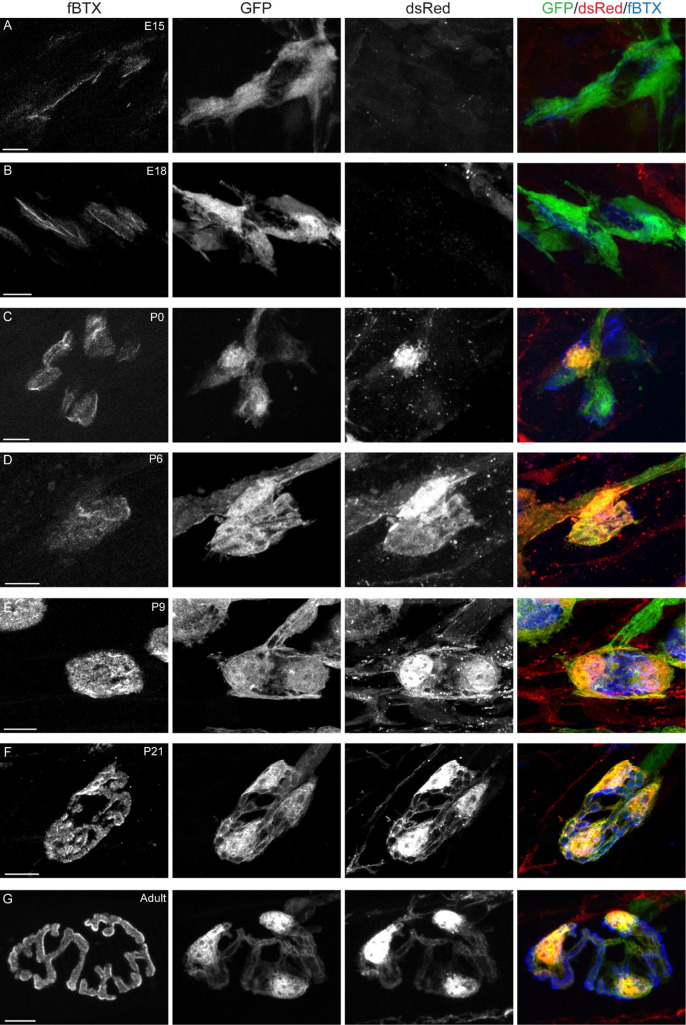
Color and grayscale images of PSCs in the EDL muscle of (**A**) E15, (**B**) E18, (**C**) P0, (**D**) P6, (**E**) P9, (**F**) P21, and (**G**) adult S100β-GFP;NG2-dsRed mice. Scale bar = 10 μm.

**Figure 3—figure supplement 2.**
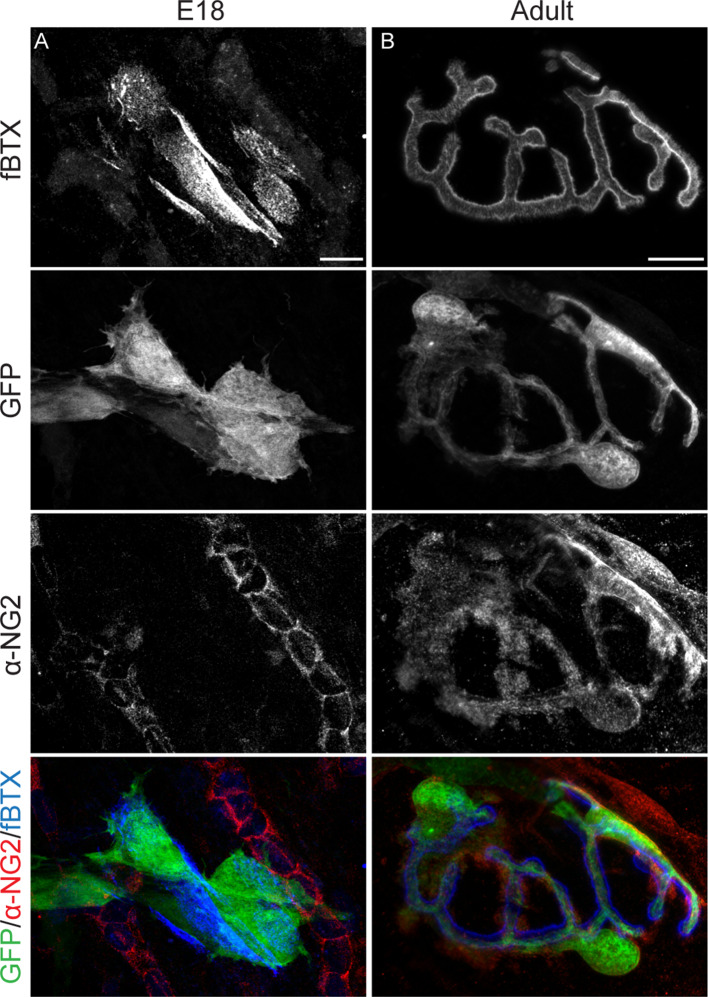
Cells at NMJs express NG2 in adults but not at embryonic timepoints. (**A**) Immunohistochemical labeling of NG2 revealed that S100β-GFP+ cells at NMJs do not express NG2 in E18 S100β-GFP EDL muscle. (**B**) In the adult S100β-GFP EDL muscle, however, NG2 is detected in S100β-GFP+ cells at NMJs. Scale bar = 10 μm.

To gain insights into the rules that govern the distribution of PSCs at NMJs we compared PSC density in EDL, soleus, and diaphragm muscles to determine if PSC density is similar across muscles with varying NMJ sizes, fiber types and functional demands. Here, we observed similar PSC densities in each muscle type (Figure 4—figure supplement 1), suggesting that the number of PSCs directly correlates with the size of the NMJ and not the functional characteristics or fiber type composition of the muscles with which they are associated.

We next examined the spatial distribution of PSCs at the NMJ using the Nearest Neighbor (NN) analysis. This analysis measures the linear distance between neighboring cells in order to determine the regularity of spacing (Wassle and Riemann, 1978; Cook, 1996), quantified using the regularity index. In this analysis, randomly distributed groups of cells yield a nearest neighbor regularity index (NNRI) of 1.91 while those with nonrandom, regularly ordered distributions yield higher NNRI values (Reese and Keeley, 2015; Figure 4A). We found that the spacing of PSCs yielded high NNRI values and thus maintained ordered, non-random distributions at NMJs in the EDL muscle of adult mice. Moreover, this ordered distribution was maintained regardless of the overall number of PSCs at a given NMJ (Figure 4B–D). These observations are in accord with a published study indicating that PSCs occupy distinct territories at adult NMJs (Brill et al., 2011). In addition, these data strongly suggest that presynaptic, postsynaptic, and/or PSC-PSC mechanisms of communication dictate the spatial distribution of PSCs.

**Figure 4.**
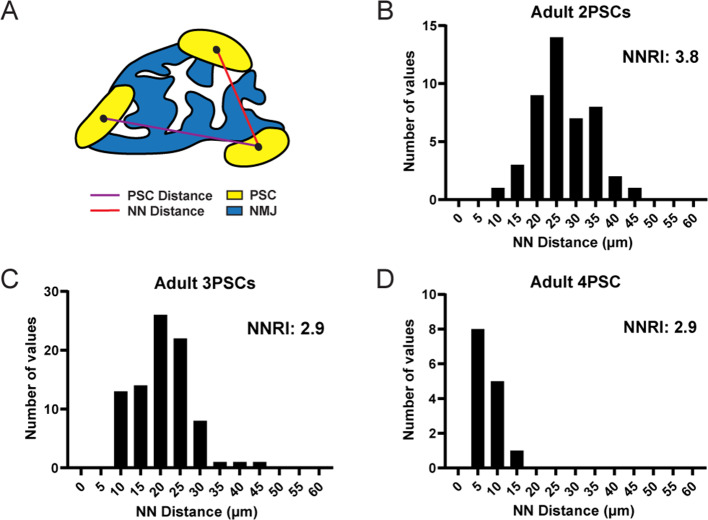
PSC distribution at the NMJ is non-random and ordered. (**A**) The nearest neighbor (NN) distance, or the distance between a PSC and the closest neighboring PSC, is represented by the red line. The distance represented by the purple line is not considered for NN analysis. The distribution of NN values (shown in panels B, C, and D) is used to determine the degree of order in PSC distribution, as represented by the nearest neighbor regularity index (NNRI). Distribution patterns with an NNRI value greater than 1.91 are considered to be non-random. (**B–D**) Nearest neighbor distributions of S100-GFP+;NG2-dsRed+ PSCs in adult (P60) EDL muscle show that PSC distributions have orderly patterns of distribution with NNRI > 1.91 regardless of whether they are located at an NMJ with 2 PSCs (**B**), 3 PSCs (**C**), or 4 PSCs (**D**).

**Figure 4—figure supplement 1.**
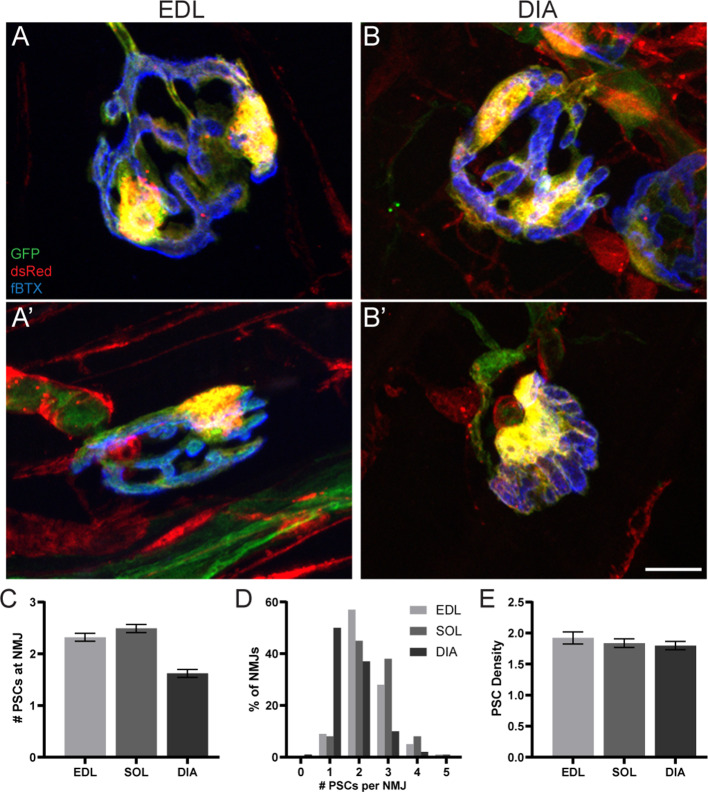
The number of PSCs associated with an NMJ varies but PSC density remains constant in the EDL, soleus (SOL), and diaphragm (DIA) muscles of adult mice. (**A–B**) Representative images of NMJs, identified by nAChR clusters with fBTX (blue), in the (**A**) EDL and (**B**) diaphragm of adult S100β-GFP (green);NG2-dsRed (red) mice. (**C**) An analysis of the average number of PSCs at an NMJ shows that there are fewer PSCs at NMJs in the diaphragm as compared to the EDL and soleus. (**D**) An analysis of NMJs based on PSC number shows that the diaphragm has more NMJs with 1 PSC and fewer NMJs with 3 PSCs as compared to EDL and soleus. (**E**) When standardizing for NMJ size, the density of PSCs at NMJs is unchanged between the EDL, soleus and diaphragm. Error bar = standard error of the mean. Scale bar = 10 μm.

The ability to distinguish PSCs from all other Schwann cells makes it possible to identify genes that are either preferentially or specifically expressed in PSCs. We deployed fluorescence-activated cell sorting (FACS) to separately isolate double labeled S100β-GFP^+^;NG2-dsRed^+^ PSCs, single-labeled S100β-GFP^+^ Schwann cells, and single-labeled NG2-dsRed^+^ cells (including α-SMA pericytes and Tuj1^+^ precursor cells [Birbrair et al., 2013b]) from juvenile (P15-P22) S100β-GFP;NG2-dsRed transgenic mice. 

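RNA was taken from 3 kinds of cells of S100β-GFP;NG2-dsRed mice, in which GFP marks cells using the S100b promoter and dsRed marks cells using the promoter of Cspg4, the gene that encodes NG2. FACS sorted the cells one by one on their fluorescence into S100β-GFP+;NG2-dsRed+ PSCs, S100β-GFP+ Schwann cells and NG2-dsRed+ cells. The paper gives ages of P15 to P22 in its results and P15 to P21 in its methods, and 12 replicates per cell type, each from a single mouse, with 7500 cells on average. cDNA was made with a SMART-Seq v4 kit, which amplifies RNA of few cells before sequencing. The count table used here has a column for 9 PSC libraries, 8 S100β-GFP+ libraries and 10 NG2-dsRed+ libraries of the 36 that the labels name. The paper's numbers of replicates after quality control are 9, 7 and 10, and its text does not name the replicates it left out.
The authors trimmed the reads, aligned them with HISAT2 and counted them on genes with HTSeq, and the table holds these whole-number counts without normalization. It lists 52636 genes by Ensembl identifier. The paper's text does not name the genome build, and 52403 of the identifiers are in GENCODE M21 (GRCm38), from which symbols and positions were taken by identifier. Whether the counting used strand is not given in the sources used here, so counts of genes that overlap another gene are uncertain. The counts on genes per library ranged from 5334916 to 9592875 in PSCs (median 7487157), from 5221655 to 9411399 in S100β-GFP+ cells (median 7449926) and from 5712256 to 7918320 in NG2-dsRed+ cells (median 6869645). A set of 3 genes, Lars2, Gm23935 and Gm15564, took between 3.64% and 36.6% of the counts of a PSC library, between 19.5% and 39.1% in S100β-GFP+ libraries and between 12.5% and 40.0% in NG2-dsRed+ libraries. The 3 were treated here as genes that may take reads of ribosomal RNA, which was not tested. Their counts need not be mRNA of these genes.
Counts were normalized with edgeR's TMM method and are given as CPM (counts per 1000000). All 27 libraries entered one fit, since the read counts the paper prints were obtained with all of them. Genes were kept by edgeR's filterByExpr with its minimum count of 10, which left 15330 genes, and were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were computed as the fold change divided by the square root of the F statistic.

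**Figure D1:**
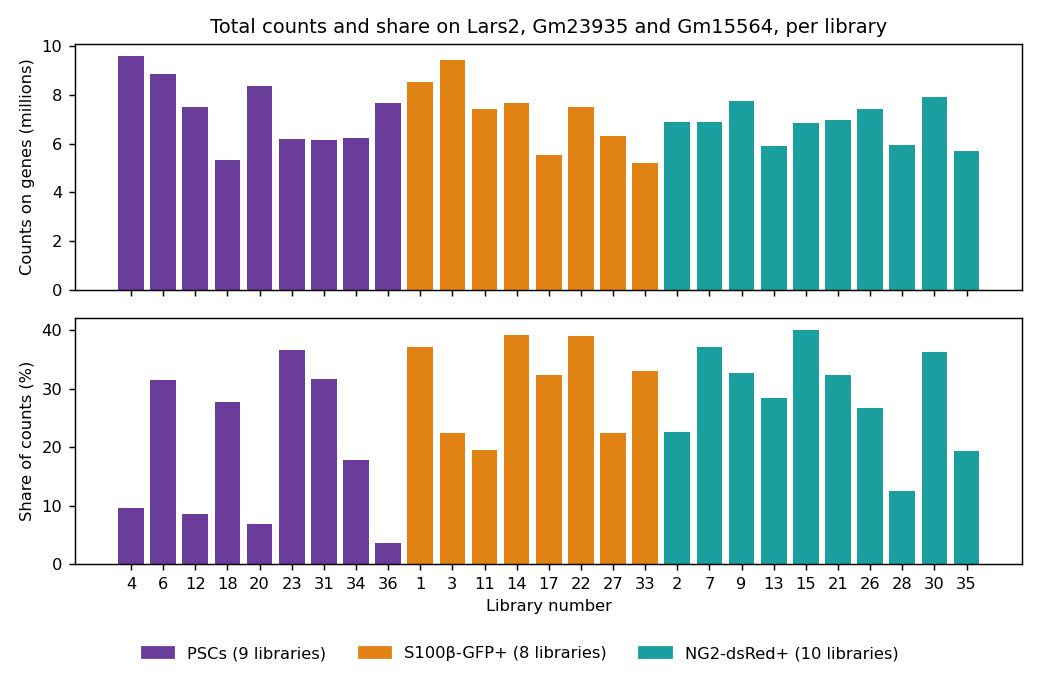
Counts on genes (top, in units of 1000000) and the percent of counts on Lars2, Gm23935 and Gm15564 (bottom) for each library, named by its number and colored by cell type. The totals of the cell types overlap, and the lowest share, 3.64%, is in PSC library 36.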

We then utilized RNA-Sequencing (RNA Seq) to compare the transcriptional profile of PSCs with the other two groups (Figure 5A). Light microscopy and expression analysis of GFP and dsRed using quantitative PCR (qPCR) confirmed that only cells of interest were sorted (Figure 5A–B). This analysis revealed a unique transcriptional profile for PSCs (Figure 5C). 

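Pearson correlations of log2 CPM had higher medians between libraries of one cell type than between cell types. The median was 0.899 among PSC libraries, 0.903 among S100β-GFP+ libraries and 0.940 among NG2-dsRed+ libraries. Between PSC and S100β-GFP+ libraries the median was 0.671 (at most 0.786), between PSC and NG2-dsRed+ libraries 0.760 (at most 0.834) and between S100β-GFP+ and NG2-dsRed+ libraries 0.746 (at most 0.873). The ranges overlap, as the lowest correlation within a cell type, between PSC libraries, was 0.770. The first principal component held 36.0% of the variance and the second 25.2%.
Of 15330 genes tested, 7198 differed between PSCs and S100β-GFP+ cells by edgeR's quasi-likelihood test at an adjusted p under 0.05, with 3511 higher and 3687 lower in PSCs. Between PSCs and NG2-dsRed+ cells 6743 genes differed, 3197 of them higher and 3546 lower in PSCs. S100β-GFP+ and NG2-dsRed+ cells differed in 5099 genes. PSCs were past the threshold against both other cell types in the same direction for 2138 higher and 2207 lower genes, and lay between the others for 200. The comparisons share the PSC libraries, and in 20 simulations of unchanged groups the largest number of genes higher in PSCs than in both was 0. Across genes, which are not independent replicates, the fold changes against the other cell types had a Pearson correlation of 0.64, against a median of 0.48 in the simulations. The heat map in Figure 5C used at least 5 counts and a p-value under 0.01, and its caption names neither a mean nor an adjustment. Read here as a mean of at least 5 counts and an adjusted p under 0.01 between any pair of cell types, these criteria gave 7780 genes. With each S100β-GFP+ library left out in turn, between 6825 and 7158 genes differed between PSCs and S100β-GFP+ cells. S100β-GFP+ libraries 14, 17 and 22, which had counts on more olfactory receptor genes than all other libraries, lay apart from the other 5 on the second principal component. With only these 3 S100β-GFP+ libraries in the fit 5941 genes differed between PSCs and S100β-GFP+ cells, and with only the other 5 6878 did, a division made after seeing the data. These fits tested 17240 and 16216 genes. The choice that moved this number most was the filter on low counts, without which 16556 genes differed, 3907 of them higher in PSCs. From the genes that differ between cell types in the heat map, the paper concludes that PSCs have a distinct transcriptome.

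**Figure D2:**
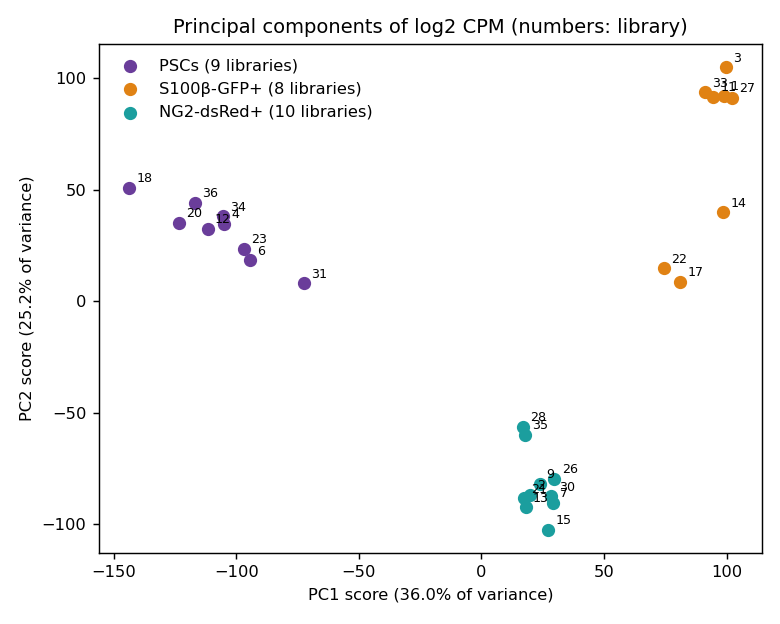
Scores of the 27 libraries on the first and second principal components of log2 CPM, one point per library with its number. PSC, S100β-GFP+ and NG2-dsRed+ libraries form separate groups of points, and S100β-GFP+ libraries 14, 17 and 22 have lower second scores than the other 5.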

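With the criteria of Supplementary file 1, a mean of at least 5 normalized counts in PSCs and at least a 4-fold increase over both other cell types, and with an adjusted p under 0.05 from edgeR's quasi-likelihood test, 502 of the 15330 genes tested were enriched in PSCs. Of the genes the paper lists, all but 1 were matched by symbol, and of these 657 genes 492 passed the filter on low counts, all 492 of which were past the threshold and higher in PSCs than in both other cell types. Among the matched genes, 483 were enriched by all the criteria, and 19 enriched genes were outside the paper's list. For 567 genes the paper's file marks no known link to PSCs, other glia or synapses, and 393 of them were enriched here. DESeq2's Wald test, the paper's own test, gave 671 enriched genes, of which 654 were in the paper's list. The largest change came from testing against a 4-fold change itself, which left 270 genes. With each S100β-GFP+ library left out in turn, between 518 and 546 genes were enriched.
A rule set before the counts were seen, though after the paper's fold changes had been read, named the 5 enriched genes with the largest smaller one of their 2 fold changes among those higher in every PSC library than in every other library. Bche and Col20a1, also measured by qPCR, were 2 of these 5. Slitrk3 (ENSMUSG00000048304, chromosome 3, 73047265 to 73057803) had 128 ± 53.4 CPM in PSCs (SD, n = 9), 0.609 ± 0.752 in S100β-GFP+ cells (SD, n = 8) and 0.562 ± 0.494 in NG2-dsRed+ cells (SD, n = 10). Its log2 fold changes were 7.68 against S100β-GFP+ cells (standard error 0.51, adjusted p = 4.6e-13 by edgeR) and 7.82 against NG2-dsRed+ cells (standard error 0.46, adjusted p = 3.04e-14). Gm47990 (ENSMUSG00000114525, a lincRNA on chromosome 13, 38320526 to 38340721) had 13.0 ± 4.84 CPM in PSCs (SD, n = 9) and 0 counts in the 8 S100β-GFP+ libraries. Against the floor of 3 counts over that group its level in PSCs was at least 209-fold higher. In NG2-dsRed+ cells it had 4 counts in 3 libraries. Dct (ENSMUSG00000022129, chromosome 14, 118012790 to 118052244) had 61.0 ± 46.3 CPM in PSCs (SD, n = 9), 0.344 ± 0.459 in S100β-GFP+ cells (SD, n = 8) and 0.0708 ± 0.138 in NG2-dsRed+ cells (SD, n = 10). Its level in PSC libraries ranged from 6.57 to 119 CPM and was lower where more of the counts fell on Lars2, Gm23935 and Gm15564. Its log2 fold changes were 7.31 (standard error 0.73) and 9.37 (standard error 0.77), with adjusted p = 1.31e-09 and 3.78e-11 by edgeR.

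**Figure D3:**
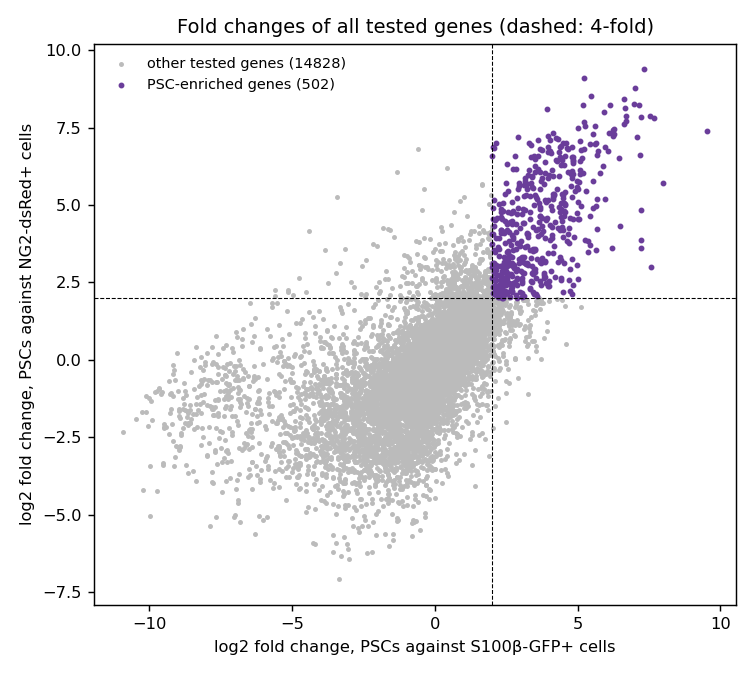
log2 fold change of each tested gene in PSCs against S100β-GFP+ cells (x axis) and against NG2-dsRed+ cells (y axis). Purple points are the 502 enriched genes, which lie above the dashed lines of a 4-fold increase on both axes.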

Notably, we found 567 genes enriched in PSCs that were not previously recognized to be associated with PSCs, glial cells or synapses (Supplementary file 1) using Ingenuity Pathway Analysis (IPA). We also found a number of genes preferentially expressed by PSCs with known roles at synapses (Mozer and Sandstrom, 2012; Fox and Umemori, 2006; Rafuse et al., 2000; Ranaivoson et al., 2019; Shapiro et al., 2007; Peng et al., 2010; Supplementary file 1). 

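Supplementary file 1 marks 60 genes for a role at synapses. Of these 59 passed the filter on low counts, Lrrtm4 being the other, and all 59 were enriched in PSCs over both other cell types. Their log2 fold changes against S100β-GFP+ cells ranged from 2.03 to 7.68 with a median of 3.99, and those against NG2-dsRed+ cells from 2.09 to 7.84 with a median of 5.18. The largest adjusted p among them by edgeR's quasi-likelihood test was 0.00539 against S100β-GFP+ cells and 9.17e-05 against NG2-dsRed+ cells. The paper chose these genes on the same libraries, so their fold changes are not independent evidence.
Among the adhesion genes in this set, Cadm1, Nlgn3 and Nlgn1 were singled out after their values were seen. Cadm1 (ENSMUSG00000032076, chromosome 9, 47530173 to 47857637) had 461 ± 150.3 CPM in PSCs (SD, n = 9), 21.5 ± 13.9 in S100β-GFP+ cells (SD, n = 8) and 5.92 ± 2.12 in NG2-dsRed+ cells (SD, n = 10). Nlgn3 (ENSMUSG00000031302, chromosome X, 101299168 to 101325963) overlaps Gm21986 on the same strand, and its mean level was 56.1 ± 21.2 CPM in PSCs against 1.41 ± 0.966 and 1.28 ± 0.603 CPM in S100β-GFP+ and NG2-dsRed+ cells. Nlgn1 (ENSMUSG00000063887, chromosome 3, 25426215 to 26332460), which has the gene A830092H15Rik on the opposite strand, was lower, with 8.62 ± 3.79 CPM in PSCs, and 8 of the 9 PSC libraries were above all other libraries.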

Providing additional insights about the function of PSCs, IPA revealed synaptogenesis, glutamate receptor, and axon guidance signaling as top canonical pathways under transcriptional regulation (Figure 5D).

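The gene sets of Ingenuity Pathway Analysis were not used here. Lists of synaptic adhesion genes, glutamate receptors and axon guidance genes (semaphorins, plexins, neuropilins, ephrins and their receptors, slits, robos and netrins) were written from gene symbols before the counts were seen but after Supplementary file 1 had been read, and were tested with camera at a preset correlation of 0.01. Supplementary file 1, drawn from the same libraries, holds 24, 5 and 2 genes of these lists in turn. The tests and overlaps of the lists are therefore not independent evidence of enrichment.
Of the synaptic adhesion genes 41 were tested, 35 of which were higher in PSCs than in S100β-GFP+ cells, with a median log2 fold change of 2.92 (adjusted p = 2.08e-11 by camera). Against NG2-dsRed+ cells 33 were higher, with a median of 4.57 (adjusted p = 9.94e-14). PSC-enriched genes included 23 of these, where 1.31 would be expected from their share of the 14519 genes with at least 5 normalized counts in PSCs (Fisher's exact test, two-sided, adjusted p = 2.15e-23).
Glutamate receptors passed the filter for 10 of the 26 genes listed. Their median log2 fold change was 1.95 against S100β-GFP+ cells (9 higher, adjusted p = 0.00427 by camera) and 3.11 against NG2-dsRed+ cells (8 higher, adjusted p = 0.000173). Without the filter on low counts the medians were 0.51 and 0.32. The 5 enriched glutamate receptor genes were Gria3, Gria4, Grik2, Grik3 and Grm5, against 0.346 expected (Fisher's exact test, two-sided, adjusted p = 5.29e-05). Grik2 (ENSMUSG00000056073, chromosome 10, 49094833 to 49788766) was the highest of these, with 64.9 ± 25.1 CPM in PSCs (SD, n = 9), 2.02 ± 2.14 in S100β-GFP+ cells (SD, n = 8) and 0.334 ± 0.347 in NG2-dsRed+ cells (SD, n = 10). Gria3 had 31.9 ± 8.18 CPM and Gria4 had 17.1 ± 5.92 CPM in PSCs, and Grik3 had 5.31 ± 2.13 CPM. Gria3 and Gria4 each overlap a small gene on the same strand, Gm22413 and Gm23811.
Of 62 axon guidance genes tested, 27 were higher in PSCs than in S100β-GFP+ cells and 23 higher than in NG2-dsRed+ cells. The list's median log2 fold changes were -0.40 (adjusted p = 0.378 by camera) and -1.13 (adjusted p = 0.109), neither past the threshold. Its 2 enriched genes were Plxnb3, with 128 ± 50.6 CPM in PSCs (SD, n = 9) against 10.3 ± 5.61 and 1.74 ± 0.883 CPM in S100β-GFP+ and NG2-dsRed+ cells, and Sema3e, with 108 ± 31.2 CPM against 24.4 ± 9.98 and 0.800 ± 0.428 CPM, where 2.14 were expected. Of the 6 tests of these lists 4 were past the threshold with camera's preset correlation, 5 with fry and 2 with the correlation estimated from the data, the latter both for synaptic adhesion genes. The test that only fry put past it was of axon guidance genes, lower in PSCs than in NG2-dsRed+ cells (adjusted p = 0.00834 by fry).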

**Figure 5.**
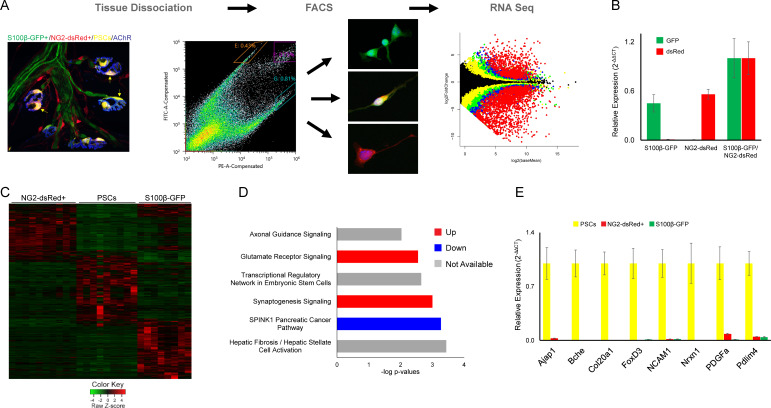
Molecular analysis of S100β-GFP+;NG2-dsRed+ PSCs, S100β-GFP+ Schwan cells, and NG2-dsRed+ cells following isolation with FACS. (**A**) Skeletal muscle from juvenile S100B-GFP;NG2-dsRed mice was dissociated and S100-GFP+;NG2-dsRed+ PSCs, S100β-GFP+ Schwan cells, and NG2-dsRed+ cells were sorted by FACS for RNA seq and qPCR. Representative fluorescence intensity gates for sorting of S100β-GFP+, NG2-dsRed+ and S100β-GFP+;NG2-dsRed+ cells are indicated in the scatter plot. GFP (y-axis) and dsRed (x-axis) fluorescence intensities were used to select gates for S100β-GFP+ cells (outlined in orange), NG2-dsRed+ cells (outlined in teal), and double labeled S100β-GFP+;NG2-dsRed+ cells (outlined in purple). Representative images of cells from sorted populations are shown. (**B**) GFP and dsRed qPCR was performed on FACS isolated cells to confirm specificity of sorting gates. (**C**) A heat map of RNA-seq results depicting genes with at least 5 counts and expression differences with a p-value of less than 0.01 between any 2 cell types reveals a distinct transcriptome in S100β-GFP+;NG2-dsRed+ PSCs versus S100β-GFP+ Schwann cells and NG2-dsRed+ cells. (**D**) Synaptogenesis and axon guidance signaling are among the most influential signaling pathways in PSCs according to Ingenuity Pathway Analysis of genes enriched in PSCs versus S100β-GFP+, and NG2-dsRed+ cells. (**E**) qPCR was performed on FACS isolated S100-GFP+;NG2-dsRed+ PSCs, S100β-GFP+ Schwan cells, and NG2-dsRed+ cells to verify mRNA levels of RNA seq identified PSC enriched genes. In each analysis, transcripts were not detected or detected at low levels in S100β-GFP+ Schwann cells and NG2-dsRed+ cells. Error bar = standard error of the mean. Scale bar = 10 µm.

We next cross-referenced our transcriptomic data with a list of genes compiled from published studies indicating enrichment or functional roles in PSCs (Young et al., 2005; Reynolds and Woolf, 1992; Robitaille, 1995; Robitaille et al., 1997; Rochon et al., 2001; Georgiou and Charlton, 1999; Trachtenberg and Thompson, 1996; Morris et al., 1999; Woldeyesus et al., 1999; Riethmacher et al., 1997; Personius et al., 2016; Park et al., 2017; Pinard et al., 2003; Descarries et al., 1998; Hess et al., 2007; Heredia et al., 2018; Darabid et al., 2018; Musarella et al., 2006; De Winter et al., 2006; Feng and Ko, 2008; Yang et al., 2001; Petrov et al., 2014; Robitaille et al., 1996; Gorlewicz et al., 2009; Wright et al., 2009). This analysis identified 27 genes expressed in isolated S100β-GFP^+^;NG2-dsRed^+^ PSCs that were previously shown to be associated with PSCs (Table 1). These included genes involved in detection and modulation of synaptic activity such as adenosine (Robitaille, 1995; Rochon et al., 2001), P2Y (Robitaille, 1995; Heredia et al., 2018; Darabid et al., 2018), acetylcholine (Robitaille et al., 1997; Petrov et al., 2014; Wright et al., 2009) and glutamate receptors (Pinard et al., 2003), Butyrylcholinesterase (BChE) (Petrov et al., 2014), and L-type calcium channels (Robitaille et al., 1996). Additionally, genes involved in NMJ development, synaptic pruning, and maintenance including agrin, 2',3'-cyclic nucleotide 3' phosphodiesterase (CNP) (Georgiou and Charlton, 1999), Erb-b2 receptor tyrosine kinase 2 (Erbb2) (Trachtenberg and Thompson, 1996; Morris et al., 1999; Woldeyesus et al., 1999), Erbb3 (Trachtenberg and Thompson, 1996; Riethmacher et al., 1997) GRB2-associated protein 1 (Gab1) (Park et al., 2017), myelin-associated glycoprotein (MAG) (Georgiou and Charlton, 1999), and myelin protein zero (Mpz) (Georgiou and Charlton, 1999) were detected in PSCs.

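The 25 genes of Table 1 reported here all had at least 1 count in PSC libraries, and 24 passed the filter on low counts and were tested. Chrm1 did not pass it, with 171 counts in 9 PSC libraries. Against S100β-GFP+ cells 11 genes were higher in PSCs, 9 were lower and 4 were not past the threshold of edgeR's quasi-likelihood test at an adjusted p under 0.05. Against NG2-dsRed+ cells 11 were higher, 10 lower and 3 not past it. Adjusted over 36 tested genes alone (Table 1, the qPCR, Cspg4 and the 5 enriched genes named by rule), 20 and 21 of the 24 were past the threshold. The paper took this list from published studies. By the criteria of Supplementary file 1, 5 of the 25 were enriched over both cell types, namely Bche, Erbb3, Grm5, P2ry12 and S100b. With the share of counts on Lars2, Gm23935 and Gm15564 as a term, a choice made after seeing the data, Grm5 and S100b were under a 4-fold change against S100β-GFP+ cells (log2 fold changes 1.68 and 1.67).

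**Figure D4:**
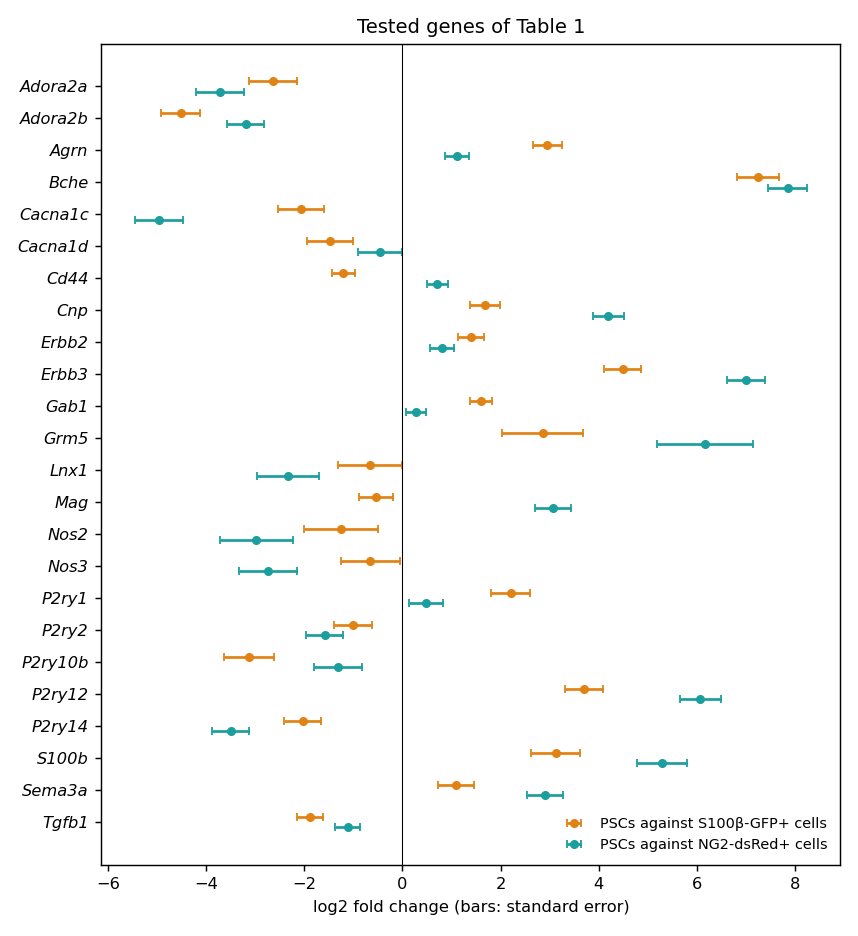
log2 fold changes of 24 tested genes of Table 1 in PSCs against S100β-GFP+ cells (orange) and against NG2-dsRed+ cells (teal), with standard errors as bars. They range from -4.96 for Cacna1c to 7.84 for Bche, both against NG2-dsRed+ cells.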

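Bche (ENSMUSG00000027792, chromosome 3, 73635808 to 73708415) had 1041 ± 372 CPM in PSCs (SD, n = 9), 6.91 ± 5.01 in S100β-GFP+ cells (SD, n = 8) and 4.50 ± 1.99 in NG2-dsRed+ cells (SD, n = 10). P2ry12 (ENSMUSG00000036353), which lies within Med12l on the opposite strand, had 39.6 ± 8.88 CPM in PSCs, 3.02 ± 1.96 in S100β-GFP+ cells and 0.578 ± 0.443 in NG2-dsRed+ cells. Its log2 fold changes were 3.70 (standard error 0.38, adjusted p = 3.31e-09 by edgeR) and 6.07 (standard error 0.41, adjusted p = 7.07e-13). P2ry1 was higher in PSCs than in S100β-GFP+ cells, with a log2 fold change of 2.21 (standard error 0.40, adjusted p = 3.41e-05). Against NG2-dsRed+ cells its difference of 0.48 (standard error 0.35, adjusted p = 0.276) was within the replicate error, and it passed the threshold by limma-voom with sample quality weights (1.05, adjusted p = 0.00202).
The adenosine receptor genes Adora2a and Adora2b were lower in PSCs than in both other cell types. Adora2a had 1.18 ± 1.25 CPM in PSCs (SD, n = 9), 7.40 ± 3.16 in S100β-GFP+ cells (SD, n = 8) and 15.6 ± 4.88 in NG2-dsRed+ cells (SD, n = 10), and Adora2b had 1.32 ± 1.02, 30.7 ± 8.09 and 12.3 ± 3.63 CPM. The P2Y receptors P2ry14 (1.96 ± 1.12 CPM in PSCs), P2ry10b (1.47 ± 1.64) and P2ry2 (3.46 ± 1.69) were also lower than in both. Lists of macrophage and fibroblast genes were lower in PSCs than in S100β-GFP+ cells too (median log2 fold changes -8.06 and -4.33). A lower level than in S100β-GFP+ libraries therefore need not be a difference between Schwann cells. The adjusted p was 0.0344 for P2ry2 against S100β-GFP+ cells and 0.0272 for P2ry10b against NG2-dsRed+ cells, and each lost the threshold when any of 6 single libraries was left out. For P2ry2 these were PSC libraries 20, 34 and 36 and S100β-GFP+ libraries 17, 22 and 33, with log2 fold changes from -0.98 to -0.88. For P2ry10b they were PSC libraries 4, 12, 20, 34 and 36 and NG2-dsRed+ library 9, with -1.19 to -1.10. P2ry2 also lost it by limma-voom with sample quality weights (-0.59, adjusted p = 0.256), and P2ry10b with only the groups compared in the fit (-1.25, adjusted p = 0.0723). Both lost it with the share of counts on Lars2, Gm23935 and Gm15564 as a term, a choice made after seeing the data (-1.05, adjusted p = 0.0619, and -1.04, adjusted p = 0.0539).
The metabotropic glutamate receptor Grm5 had 5.42 ± 4.76 CPM in PSCs, 0.755 ± 1.05 in S100β-GFP+ cells and 0.0575 ± 0.122 in NG2-dsRed+ cells. Its log2 fold change of 2.86 against S100β-GFP+ cells (standard error 0.83, adjusted p = 0.00539) became 1.68 (adjusted p = 0.187) with the share of counts on Lars2, Gm23935 and Gm15564 as a term in the fit, a choice made after seeing the data. The muscarinic receptor Chrm1 had 2.13 ± 1.40 CPM in PSCs, and in NG2-dsRed+ cells 25 counts in 6 libraries. Of the L-type calcium channel genes, Cacna1c had 2.06 ± 2.05 CPM in PSCs, 8.75 ± 6.63 in S100β-GFP+ cells and 64.7 ± 21.4 in NG2-dsRed+ cells. Cacna1d, which has Chdh on the opposite strand, had 2.68 ± 2.63 CPM in PSCs and 7.40 ± 4.51 in S100β-GFP+ cells, and its difference from NG2-dsRed+ cells (3.66 ± 1.45 CPM) was not past the threshold (adjusted p = 0.426).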

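Erbb3 (ENSMUSG00000018166, chromosome 10, 128567523 to 128589652) had 358 ± 136 CPM in PSCs (SD, n = 9), 16.0 ± 9.85 in S100β-GFP+ cells (SD, n = 8) and 2.79 ± 1.44 in NG2-dsRed+ cells (SD, n = 10). Its log2 fold changes were 4.49 (standard error 0.38, adjusted p = 4.53e-11 by edgeR) and 7.00 (standard error 0.39, adjusted p = 9.95e-15). Agrn, which encodes agrin, had 296 ± 73.4 CPM in PSCs, 38.4 ± 27.5 in S100β-GFP+ cells and 137 ± 24.9 in NG2-dsRed+ cells, and in PSC library 18 it had 148 CPM. Cnp had 435 ± 243 CPM in PSCs, 136 ± 71.6 in S100β-GFP+ cells and 23.7 ± 9.94 in NG2-dsRed+ cells, with 1074 CPM in PSC library 18. Erbb2 was higher in PSCs than in both other cell types, with log2 fold changes of 1.40 (standard error 0.27) and 0.80 (standard error 0.25). The second of these was not past the threshold by limma-voom with sample quality weights (0.41, adjusted p = 0.0801).
Gab1 was higher in PSCs than in S100β-GFP+ cells, with 101 ± 40.8 against 33.5 ± 6.08 CPM, and its difference from NG2-dsRed+ cells, with 83.6 ± 24.4 CPM, was not past the threshold (adjusted p = 0.296). With the share of counts on Lars2, Gm23935 and Gm15564 as a term, a choice made after seeing the data, Gab1 was higher in PSCs there (log2 fold change 0.57, adjusted p = 0.00118). The myelin gene Mag was not past the threshold between PSCs and S100β-GFP+ cells, with 19.6 ± 4.72 CPM in PSCs and 28.5 ± 15.9 in S100β-GFP+ cells (log2 fold change -0.54, standard error 0.35, adjusted p = 0.21). It was lower in NG2-dsRed+ cells, with 2.33 ± 1.75 CPM. Cnp, Erbb2 and Gab1 each have another gene on the opposite strand (Dnajc7, Mien1 and Gm31105).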

**Table 1.** Genes with functional roles in PSCs identified by RNA seq analysis of isolated PSCs.

Gene	Description	Proposed role	Read count	Log2 change vs NG2-dsRed+	Log2 change vs S100β-GFP+	Reference
Adora2a	Adenosine A2a receptor	Detect/modulate synaptic activity	8.1	−3.68	−2.67	(Robitaille, 1995; Rochon et al., 2001)
Adora2b	Adenosine A2b receptor	Detect/modulate synaptic activity	9.2	−3.16	−4.55	(Robitaille, 1995; Rochon et al., 2001)
Agrn	Agrin	AChR aggregation	2049.7	1.16	2.93	(Georgiou and Charlton, 1999)
Bche	Butyrylcholinesterase	Modulate synaptic ACh levels	7191.0	7.89	7.21	(Trachtenberg and Thompson, 1996)
Cacna1c	L type Calcium channel, alpha 1 c	Detect/modulate synaptic activity	14.3	−4.92	−2.10	(Morris et al., 1999)
Cacna1d	L type Calcium channel, alpha 1d	Detect/modulate synaptic activity	18.4	−0.42	−1.49	(Morris et al., 1999)
Cd44	CD44 antigen	Mediates cell-cell interactions	1249.2	0.75	−1.22	(Woldeyesus et al., 1999)
Chrm1	Muscarinic acetylcholine receptor M1	Detect/modulate synaptic activity	14.8	n.d.	0.89	(Robitaille et al., 1997; Riethmacher et al., 1997)
Cnp	2',3'-cyclicnucleotide 3' phosphodiesterase	Anchors axon terminal at NMJ	2990.2	4.23	1.66	(Personius et al., 2016)
Erbb2	Erb-b2 receptor tyrosine kinase 2	Synaptogenesis/maintenance	228.9	0.84	1.37	(Park et al., 2017; Pinard et al., 2003; Descarries et al., 1998)
Erbb3	Erb-b2 receptor tyrosine kinase 3	Synaptogenesis/maintenance	2471.3	7.05	4.46	(Park et al., 2017; Hess et al., 2007)
GAb1	GRB2-associated protein 1	Synaptic pruning	693.8	0.31	1.57	(Heredia et al., 2018)
Grm1	Glutamate receptor, metabotropic 1	Detect/modulate synaptic activity	9.2	n.d.	0.80	(Darabid et al., 2018)
Grm5	Glutamate receptor, metabotropic 5	Detect/modulate synaptic activity	38.0	n.d.	2.84	(Darabid et al., 2018)
LNX1	Ligand of numb-protein X 1	Regulate NRG1 signaling	37.5	−2.29	−0.70	(Peper et al., 1974)
MAG	Myelin-associated glycoprotein	Synaptogenesis/maintenance	136.0	3.12	−0.55	(Personius et al., 2016)
Mpz	Myelin protein zero	Synaptogenesis/maintenance	4590.7	2.54	−0.79	(Personius et al., 2016)
Nos2	Nitric oxide synthase 2, inducible	Synaptogenesis/modulate synaptic activity	13.4	−2.91	−1.28	(Musarella et al., 2006)
Nos3	Nitric oxide synthase 3, endothelial cell	Synaptogenesis/modulate synaptic activity	48.6	−2.69	−0.68	(Musarella et al., 2006)
P2ry1	Purinergic receptor P2Y1	Detect/modulate synaptic activity, synapse elimination	144.4	0.52	2.21	(Robitaille, 1995; De Winter et al., 2006; Feng and Ko, 2008)
P2ry2	Purinergic receptor P2Y2	Detect/modulate synaptic activity	24.0	−1.55	−1.04	(Robitaille, 1995)
P2ry10b	P2Y receptor family member P2Y10b	Detect/modulate synaptic activity	10.0	−1.25	−3.14	(Robitaille, 1995)
P2ry12	P2Y receptor family member P2Y12	Detect/modulate synaptic activity	273.5	n.d.	3.70	(Robitaille, 1995)
P2ry14	P2Y receptor family member P2Y14	Detect/modulate synaptic activity	13.6	−3.49	−2.06	(Robitaille, 1995)
S100b	S100 protein beta	Intracellular signaling	1788.3	5.34	3.12	(Reynolds and Woolf, 1992)
Sema3a	Semaphorin 3a	Detect/modulate synaptic activity	136.6	2.95	1.07	(Yang et al., 2001)
Tgfb1	Transforming growth factor, beta 1	AChR aggregation	173.2	−1.08	−1.90	(Petrov et al., 2014)

We deployed quantitative PCR (qPCR) to validate preferential expression of select genes in PSCs. To do so, we obtained RNA from S100β-GFP^+^;NG2-dsRed^+^ PSCs, single-labeled S100β-GFP^+^ Schwann cells, and single-labeled NG2-dsRed^+^ cells isolated using FACS from juvenile S100β-GFP;NG2-dsRed transgenic mice. We examined eight genes identified by RNA seq as being highly enriched in PSCs. This included newly identified genes (Ajap1, Col20a1, FoxD3, Nrxn1, PDGFa, and Pdlim4) and genes previously shown to be enriched (BChE [Petrov et al., 2014] and NCAM1 [Covault and Sanes, 1986]) in PSCs (Figure 5E). 

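In the RNA-seq libraries the 7 genes measured by qPCR that are reported here were all enriched in PSCs over both other cell types, and each was higher in all 9 PSC libraries than in every other library. Their log2 fold changes ranged from 4.10 to 7.99 against S100β-GFP+ cells and from 3.87 to 7.87 against NG2-dsRed+ cells. All 7 were past the threshold when adjusted over 36 tested genes alone (Table 1, the qPCR, Cspg4 and the 5 enriched genes named by rule). The paper picked these genes from the same libraries.
Ajap1 (ENSMUSG00000039546, chromosome 4, 153373221 to 153482811) had the largest change against S100β-GFP+ cells, with 458 ± 60.6 CPM in PSCs (SD, n = 9) and 1.79 ± 1.65 in S100β-GFP+ cells (SD, n = 8), a log2 fold change of 7.99 (standard error 0.41, adjusted p = 5.68e-15 by edgeR). In NG2-dsRed+ cells its level was 8.70 ± 3.64 CPM (SD, n = 10). Col20a1 (ENSMUSG00000016356, chromosome 2, 180986535 to 181018363) was the most abundant of the 7, with 1599 ± 408 CPM in PSCs, 8.68 ± 4.84 in S100β-GFP+ cells and 6.81 ± 4.85 in NG2-dsRed+ cells, of which library 2 had 20.0 CPM. Foxd3 (ENSMUSG00000067261, chromosome 4, 99656299 to 99658622) had 256 ± 106 CPM in PSCs, 6.86 ± 5.88 in S100β-GFP+ cells and 1.24 ± 0.629 in NG2-dsRed+ cells.
Pdgfa and Pdlim4 kept a measurable level outside PSCs. Pdgfa had 752 ± 192 CPM in PSCs, 19.6 ± 7.68 in S100β-GFP+ cells and 51.4 ± 8.73 in NG2-dsRed+ cells, and its log2 fold change of 3.87 against NG2-dsRed+ cells (standard error 0.20, adjusted p = 1.81e-15) was the smallest of the 7 genes there. Pdlim4 had 621 ± 139.9 CPM in PSCs, 36.3 ± 9.17 in S100β-GFP+ cells and 32.1 ± 5.59 in NG2-dsRed+ cells. Ncam1 had 574 ± 84.4, 17.8 ± 4.96 and 12.7 ± 2.19 CPM. Bche, the other gene named before for PSCs, had log2 fold changes of 7.24 (standard error 0.42) and 7.84 (standard error 0.39), with adjusted p = 4.98e-14 and 1.45e-15. Annotated genes overlap Col20a1 (BX649560.1) and Foxd3 (Gm23366) on the same strand, and Ncam1 and Pdgfa have genes on the opposite strand.

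**Figure D5:**
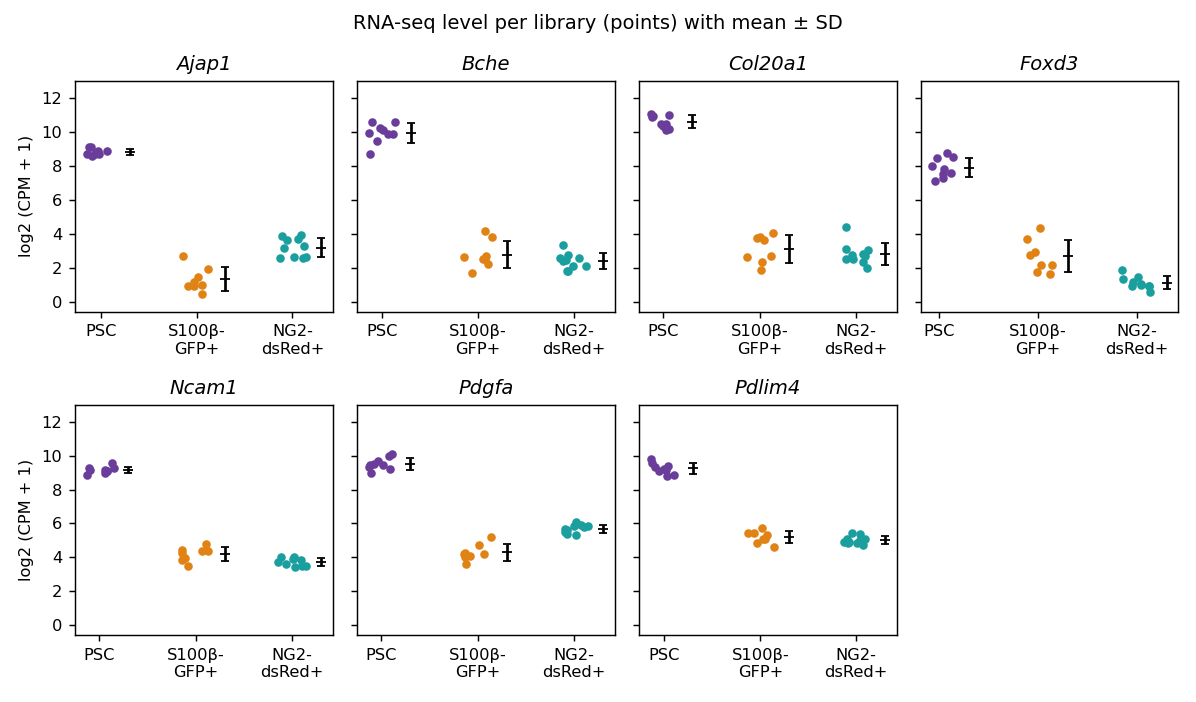
RNA-seq level of the 7 genes as log2 of CPM plus 1, one point per library, with the mean and SD of each cell type in black. For each gene the 9 PSC libraries lie above all libraries of the other cell types.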

Validating RNA-Seq findings, qPCR analysis showed that all eight genes are highly enriched in PSCs compared to all other cell types isolated via FACS (Figure 5E). Additionally, immunostaining showed that NG2, a novel PSC-enriched gene identified by RNA-Seq, is concentrated at the NMJ (Figure 3—figure supplement 2).

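NG2 is encoded by Cspg4 (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870). It had 689 ± 132 CPM in PSCs (SD, n = 9, range 503 to 965), 71.0 ± 42.3 CPM in S100β-GFP+ cells (SD, n = 8) and 665 ± 138 CPM in NG2-dsRed+ cells (SD, n = 10, range 487 to 890). The log2 fold change against S100β-GFP+ cells was 3.28 (standard error 0.27, adjusted p = 2.31e-11 by edgeR's quasi-likelihood test). Against NG2-dsRed+ cells it was 0.05 (standard error 0.23, adjusted p = 0.877), a difference smaller than the spread between replicates, and without PSC library 23 it was -0.019. The sort took PSCs and NG2-dsRed+ cells for dsRed, which the Cspg4 promoter drives, and S100β-GFP+ cells without it. Both comparisons of Cspg4 therefore depend on the sort and are not an independent test of NG2 as a marker. In the S100β-GFP+ libraries the level was 46.9 CPM in library 1, 34.5 in library 3, 34.6 in library 11, 74.3 in library 14, 123 in library 17, 148 in library 22, 48.6 in library 27 and 58.4 in library 33.
S100b, whose promoter drives the GFP, had 255 ± 198 CPM in PSCs (SD, n = 9), 29.4 ± 10.1 in S100β-GFP+ cells (SD, n = 8) and 6.54 ± 4.90 in NG2-dsRed+ cells (SD, n = 10), with log2 fold changes of 3.12 (standard error 0.49, adjusted p = 5.43e-06) and 5.28 (standard error 0.50, adjusted p = 7.9e-10). In PSC libraries its level ranged from 57.0 to 566 CPM and was lower where more of the counts fell on Lars2, Gm23935 and Gm15564.

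**Figure D6:**
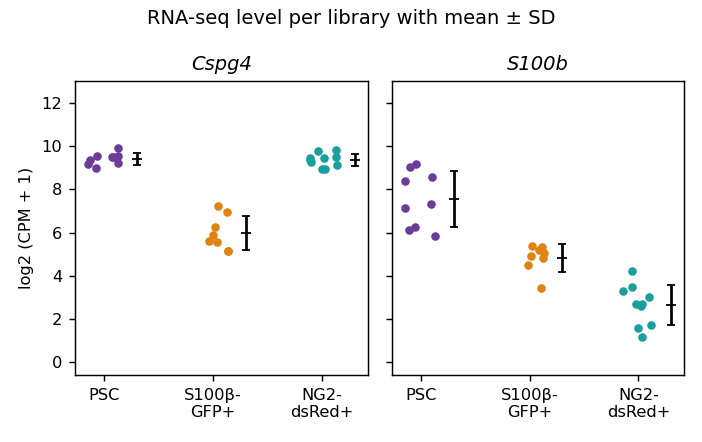
RNA-seq level of Cspg4 and S100b as log2 of CPM plus 1, one point per library, with the mean and SD of each cell type in black. Cspg4 overlaps between PSCs and NG2-dsRed+ cells, and S100b is higher in every PSC library than in every other library.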

## Discussion

We have discovered a unique combination of molecular markers that allows us to specifically visualize, isolate, interrogate the transcriptome, and potentially alter the molecular composition of PSCs. We have shown that NG2 is specifically expressed by S100β-GFP^+^ PSCs but not myelinating S100β-GFP^+^ Schwann cells and thus the combined expression of S100β and NG2 is a unique molecular marker of PSCs in skeletal muscle. Providing further evidence that NG2 is a marker of differentiated PSCs, we have demonstrated that Schwann cells induce expression of NG2 shortly after they arrive at the NMJ during maturation of the synapse. However, the means by which the induced expression of NG2 is part of a program to establish and/or further specify PSC identity in Schwann cells at the NMJ, through activation of the NG2 promoter, remains to be determined.

We utilized FACS to isolate S100β-GFP^+^;NG2-dsRed^+^ PSCs from skeletal muscle to analyze the PSC transcriptome. To our knowledge this is the first time that the transcriptome of PSCs, or any other type of glial cell that associates exclusively with synapses, has been characterized. This analysis reveals expression of a number of genes that have been previously implicated in modulation of synaptic activity, synaptic pruning, and synaptic maintenance by PSCs. We identified a number of novel genes that are highly expressed in PSCs but not Schwann cells or NG2^+^ cells. These genes have the potential to assist PSC research by serving as molecular markers that can be utilized for PSC-specific genetic manipulations, PSC ablation, and isolation of PSCs for cell culture and molecular analysis. 

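Among the genes enriched at least 4-fold in PSCs over both other cell types, 311 (62.0%) had a higher CPM in all 9 PSC libraries than in every S100β-GFP+ and NG2-dsRed+ library. Among all genes tested, 497 did. For a gene with no difference, the chance that 9 given libraries of 27 are the highest is 2.13e-05%.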

We verified a number of these with qPCR and IHC. This analysis, therefore, reveals a unique gene expression signature that distinguishes PSCs from all other Schwann cells.

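Of the genes past the threshold between PSCs and S100β-GFP+ Schwann cells, 730 were at least 4-fold higher and 1596 at least 4-fold lower in PSCs. Sox10 (ENSMUSG00000033006), used for the Schwann cell lineage as a whole, was also higher in PSCs. It had 506 ± 103 CPM in PSCs (SD, n = 9) and 20.2 ± 12.0 in S100β-GFP+ cells (SD, n = 8), a log2 fold change of 4.65 (standard error 0.37, adjusted p = 1.46e-11 by edgeR). Genes of other cell types were higher in S100β-GFP+ cells, among them Col3a1, which overlaps Gm47302 on the same strand, with 14877 ± 4140.0 CPM against 614 ± 280.5 in PSCs, and Lyz2, with 4549 ± 2555 against 170.0 ± 169 CPM.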

While the role of the majority of genes found enriched in PSCs at the neuromuscular synapse remains to be determined, it is worth noting that many have been shown to play key roles in neuronal circuits in the central nervous system and in cell-cell communication. This is the case for NG2 which has been shown to terminate axonal growth in glial scars in the spinal cord (Filous et al., 2014). Therefore, it is possible that NG2 is utilized by PSCs to tile, and thus occupy unique territories, and prevent motor axons from developing sprouts that extend beyond the postsynaptic partner. Supporting this possibility, we have found that the NG2 promoter is active in some PSCs at P0 (Figure 3C), a time when motor axon nerve endings at NMJs undergo rapid morphological changes (Sanes and Lichtman, 1999; Sanes and Lichtman, 2001). The progressive activation of the NG2 promoter in PSCs is complete by P9 (Figure 3C), which coincides with the elimination of extranumeral axons innervating the same postsynaptic site in mice (Sanes and Lichtman, 1999; Sanes and Lichtman, 2001). Therefore, PSCs may utilize NG2 to promote the maturation of the presynaptic region and thus the NMJ. Furthermore, PSCs may utilize NG2 to repel each other as they tile during development to occupy unique territories at the NMJ (Brill et al., 2011).

With these tools, it is now possible to determine which cellular and molecular determinants are critical for PSC differentiation, maturation, and function at the NMJ. It will also allow us to ascertain the contribution of PSCs to NMJ repair following injury and NMJ degeneration during normal aging and the progression of neuromuscular diseases, such as Amyotrophic Lateral Sclerosis (ALS) and Spinal Muscular Atrophy (SMA). Our strategy of specifically labeling synaptic glia, using a combination of protein markers uniquely expressed in this cell type, may serve as a springboard for unprecedented approaches for studying not only PSC function at the NMJ, but also synapse-associated glia throughout the CNS. Indeed, we have observed subsets of astrocytes in the brain that co-express both S100β and NG2, as has been previously reported in the context of a lineage tracing analysis (Deloulme et al., 2004). Future studies will determine the generality of our approach in discerning the functional roles of synaptic glia in the development, maintenance, and function of select synapses.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*S100b-GFP*	PMID:15590915	MGI:3588512	Dr. Wesley Thompson (Texas A and M)
Genetic reagent (*M. musculus*)	*NG2-dsRed*	PMID:18045844	MGI:3796063	Dr. Akiko Nishiyama (University of Connecticut)
Genetic reagent (*M. musculus*)	*SOD1^G93A^*	PMID:8209258	MGI:2183719	Dr. Deng (Northwestern University)
Antibody	Guinea pig polyclonal anti-NG2	PMID:19058188	Antibody Registry: AB_2572299	1:250
Antibody	Alexa Fluor-488 goat polycolonal anti guinea pig	Invitrogen	RRID:AB_2534117	1:1000
Antibody	Alexa Fluor-488 goat polyclonal anti rabbit	Invitrogen	Catalog# A-11008	1:1000
Software, algorithm	Ingenuity Pathway Analysis	Qiagen	RRID:SCR_008117	
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	
Software, algorithm	R	The R Project for Statistical Computing	RRID:SCR_001905	
Software, algorithm	ImageJ	ImageJ	RRID:SCR_003070	
Software, algorithm	Bio-Rad CFX Manager	Bio-Rad	RRID:SCR_017251	
Commercial assay or kit	PicoPure RNA Isolation Kit	ThermoFisher	Catalog#KIT0204	
Commercial assay or kit	iScript cDNA synthesis kit	Bio-Rad	Catalog#1708891	
Commercial assay or kit	SsoAdvanced PreAmp Supermix	Bio-Rad	Cataolog#1725160	
Commercial assay or kit	iTAQ Univeral SYBR Green Supermix	Bio-Rad	Catalog#1725121	
Chemical compound, drug	Alexa Fluor-555 alpha- bungarotoxin	Invitrogen	Catalog#B35451	
Chemical compound, drug	DAPI	ThermoFisher	Catalog#D1306	

### Mice

SOD1^G93A98 ^(Gurney et al., 1994), S100β-GFP (B6;D2-Tg(S100b-EGFP)1Wjt/J) (Zuo et al., 2004) and NG2-dsRed mice (Tg(Cspg4-DsRed.T1)1Akik/J) (Zhu et al., 2008) were obtained from Jackson Labs (Bar Harbor, ME). S100β-GFP and NG2-dsRed mice were crossed to generate S100β-GFP;NG2-dsRed mice. Offspring were genotyped using Zeiss LSM900 to check for fluorescent labels. SOD1^G93A^ mice were crossed with S100β-GFP;NG2-dsRed mice to generate S100β-GFP;NG2-dsRed;SOD1^G93A^ mice. Postnatal mice older than 9 days of age were anesthetized and immediately perfused with 4% paraformaldehyde (PFA) overnight. Pups were anesthetized by isoflurane and euthanized by cervical dislocation prior to muscle dissociation. Adult mice were anesthetized using CO_2_ and then perfused transcardially with 10 ml of 0.1 m PBS, followed by 25 ml of ice‐cold 4% PFA in 0.1 m PBS (pH 7.4). All experiments were carried out under NIH guidelines and animal protocols approved by the Brown University and Virginia Tech Institutional Animal Care and Use Committee.

### Fibular nerve crush

Adult S100β-GFP;NG2-dsRed mice were anesthetized with a mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg) delivered intraperitoneally. The fibular nerve was crushed at its intersection with the lateral tendon of the gastrocnemius muscle using fine forceps, as described previously (Dalkin et al., 2016). Mice were monitored for 2 hr following surgery and administered buprenorphine (0.05-.010 mg/kg) at 12 hr intervals during recovery.

### Immunohistochemistry and NMJ visualization

For NG2 immunohistochemistry (IHC), muscles were incubated in blocking buffer (5% lamb serum, 3% BSA, 0.5% Triton X-100 in PBS) at room temperature for 2 hr, incubated with anti-NG2 antibody (courtesy of Dr. Dwight Bergles) diluted at 1:250 in blocking buffer overnight at 4°C, washed 3 times with 0.1M PBS for 5 min. Muscles were then incubated with 1:1000 Alexa Fluor-488 conjugated anti-rabbit or guinea pig antibody (A-11008, Invitrogen, Carlsbad, CA) and 1:1000 Alexa Fluor-555 conjugated α-bungarotoxin (fBTX; Invitrogen, B35451) in blocking buffer for 2 hr at room temperature and washed 3 times with 0.1M PBS for 5 min. For all other NMJ visualization, muscles were incubated in Alexa Fluor-647 conjugated α-bungarotoxin (fBTX; Invitrogen, B35450) at 1:1000 and 4',6-Diamidino-2-Phenylindole, Dihydrochloride (DAPI; D1306, ThermoFisher, Waltham, MA) at 1:1000 in 0.1M PBS at 4°C overnight. Muscles were then washed with 0.1M PBS 3 times for 5 min each. Muscles were whole mounted using Vectashield (H-1000, Vector Labs, Burlingame, CA) and 24 × 50–10.5 cover glass (ThermoFisher).

### Confocal microscopy of PSCs and NMJs

All images were taken with a Zeiss LSM700, Zeiss LSM 710, or Zeiss LSM 900 confocal light microscope (Carl Zeiss, Jena, Germany) with a 20 × air objective (0.8 numerical aperture), 40 × oil immersion objective (1.3 numerical aperture), or 63 × oil immersion objective (1.4 numerical aperture) using the Zeiss Zen Black software. Optical slices within the z‐stack were taken at 1.00 μm or 2.00 μm intervals. High resolution images were acquired using the Zeiss LSM 900 with Airyscan under the 63 × oil immersion objective in super resolution mode. Optical slices within the z-stack were 0.13 μm with a frame size of 2210 × 2210 pixels. Images were collapsed into a two‐dimensional maximum intensity projection for analysis.

### Image analysis

#### NMJ size

To quantify the area of NMJs, the area of the region occupied by nicotinic acetylcholine receptors (nAChRs, labeled by fBTX, was measured using ImageJ software. At least 100 nAChRs were analyzed for number of fragments, individual nicotinic acetylcholine receptor (nAChR) clusters, from each muscle to represent an individual mouse. At least 3 animals per age group were analyzed to generate the represented data.

#### Cells associated with NMJs

Cell bodies were visualized via GFP and/or dsRed signal, and were confirmed as cell bodies by the presence of a DAPI+ nucleus. The area of each cell body was measured by tracing the outline of the entire cell body using the freehand tool in ImageJ. To quantify the number of cells associated with NMJs, the number of cell bodies directly adjacent to each NMJ was counted. Every cell that overlapped with or directly abutted the fBTX signal was considered adjacent to the NMJ. At least 3 animals per age group were analyzed to generate the represented data. Cells were examined in at least 100 NMJs from each muscle to represent an individual mouse.

#### Spacing of PSCs at NMJs

NMJs were identified via fBTX signal. PSCs were identified by the colocalization of GFP, dsRed, and DAPI signal in addition to their location at NMJs. The area of each PSC and NMJ was measured. The linear distance from the center of each PSC soma to the center of the nearest PSC soma at a single NMJ was measured. The distances were then separated into 5 μm bins and plotted in a histogram. All linear measurements were made using the line tool in the ImageJ software. At least 100 NMJs were analyzed from each muscle to represent an individual mouse.

### Muscle dissociation and fluorescence activated cell sorting

Diaphragm, pectoralis, forelimb and hindlimb muscles were collected from P15-P21 S100β-GFP;NG2-dsRed mice. After removal of connective tissue and fat, muscles were cut into 5 mm^2^ pieces with forceps and digested in 2 mg/mL collagenase II (Worthington Chemicals, Lakewood, NJ) for 1 hr at 37°C. Muscles were further dissociated by mechanical trituration in Dulbecco’s modified eagle medium (Life Technologies, Carlsbad, CA) containing 10% horse serum (Life Technologies) and passed through a 40 µm filter to generate a single cell suspension. Excess debris was removed from the suspension by centrifugation in 4% BSA followed by a second centrifugation in 40% Optiprep solution (Sigma-Aldrich, St. Louis, MO) from which the interphase was collected. Cells were diluted in FACS buffer containing 1 mM EDTA, 25 mM Hepes, 1% heat inactivated fetal bovine serum (Life Technologies), in Ca^2+^/Mg^2+^ free 1X Dulbecco’s phosphate buffered saline (Life Technologies). FACS was performed with a Sony SH800 Cell Sorter (Sony Biotechnology, San Jose, CA). Representative fluorescence intensity gates for sorting of S100-GFP^+^, NG2-dsRed^+^ and S100-GFP^+^;NG2-dsRed^+^ cells are provided in Figure 5. Purity of the sorted cell population was confirmed by visual inspection of sorted cells using an epifluorescence microscope and with dsRed and GFP qPCR (Figure 5A,B). A single mouse was used for each replicate and an average of 7500 cells per replicate were collected for each cell group.

### RNA-seq and qPCR

RNA was isolated from S100β-GFP^+^, NG2-dsRed^+^, or S100β-GFP^+^/NG2-dsRed^+^ cells following FACS with the PicoPure RNA Isolation Kit (ThermoFisher). The maximum number of cells that could be collected by FACS following dissociation of muscles collected from one mouse was used as a single replicate. On average, a single replicate consisted of 7,500 cells. RNA seq was performed by Genewiz on 12 replicates per cell type. Following sequencing, data were trimmed for both adaptor and quality using a combination of ea-utils and Btrim (Aronesty, 2013; Kong, 2011). Sequencing reads were aligned to the genome using HiSat2 (Kim et al., 2019) and counted via HTSeq (Anders et al., 2015). QC summary statistics were examined to identify any problematic samples (e.g. total read counts, quality and base composition profiles (+/- trimming), raw fastq formatted data files, aligned files (bam and text file containing sample alignment statistics), and count files (HTSeq text files). Following successful alignment, mRNA differential expression were determined using contrasts of and tested for significance using the Benjamini-Hochberg corrected Wald Test in the R-package DESeq2 (Love et al., 2014). Failed samples were identified by visual inspection of pairs plots and removed from further analysis resulting in the following number of replicates for each cell type: NG2-dsRed^+^, 10; S100β-GFP^+^, 7; NG2-dsRed^+^;S100β-GFP^+^, 9. 

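The read counts printed in Supplementary file 1 were compared with the mean over PSC libraries of counts divided by DESeq2 size factors. With all 27 libraries, 657 of the 657 matched genes were within 0.51 of the printed count, and 653 of 653 and 626 of 626 printed log2 changes were within 0.0051. With 1 of the 8 S100β-GFP+ libraries left out, the number of read counts within that range was at most 595 (90.6%, without library 1), under the 95% that had been set to identify a choice of libraries. All 27 libraries were therefore used, with 8 S100β-GFP+ replicates beside the paper's 7.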

Functional and pathway analysis was performed using Ingenuity Pathway Analysis (QIAGEN Inc, https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis). Confirmation of expression of genes identified by RNA-seq was performed on 6 additional replicates of each cell type using quantitative reverse transcriptase PCR (qPCR). Reverse transcription was performed with iScript (Bio-Rad, Hercules, CA) and was followed by a preamplification PCR step with SsoAdvanced PreAmp Supermix (Bio-Rad) prior to qPCR using iTAQ SYBR Green and a CFX Connect Real Time PCR System (Bio-Rad). Relative expression was normalized to 18S using the 2^-ΔΔCT^ method. The primers used for both preamplification and qPCR are listed in Supplementary file 2.

### Statistics

An unpaired t-test or one-way ANOVA with Bonferroni post hoc analysis were used for statistical evaluation. Data are expressed as the mean ± standard error of the mean, and p<0.05 was considered statistically significant. The number of replicates is as follows: RNA seq, 7–10; qPCR, 6; comparisons between EDL, soleus, and diaphragm, 1; comparison between SOD1^G93A^ and healthy adult muscle, 1; all other analyses, 3. Statistical analyses were performed using GraphPad Prism8 and R. Data values and p-values are reported within the text.

## Data Availability

RNA-Seq data has been deposited in NCBI GEO and all other data is available in the main text or the supplementary materials. The GEO accession number for this dataset is GSE152774. The following dataset was generated: CastroRTaetzschTVaughanSKGodbeKChappellJSettlageREValdezG2020Synaptic Schwann cells: specific labeling reveals unique cellular and molecular featuresNCBI Gene Expression OmnibusGSE15277410.7554/eLife.56935PMC731650932584256

# Supplementary material for: Specific labeling of synaptic schwann cells reveals unique cellular and molecular features
**Source:** eLife. 2020 Jun 25;9:e56935. doi: 10.7554/eLife.56935
**Supplement:** Supplementary file 1.

**Supplementary File 1.** Genes identified in RNA seq analysis with a minimum copy count of 5 in PSCs that also display at least a four-fold increase in expression and a p-value of less than 0.05 in PSCs versus both S100B-GFP+ cells and NG2-dsRed+ cells. ND = not detected in cell type under comparison.

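The file gives ND against S100β-GFP+ cells for 4 matched genes and against NG2-dsRed+ cells for 31, and in the count table 0 of these had a count in the libraries of that cell type. The printed log2 changes are ratios of mean counts after division by DESeq2 size factors, so a gene with few counts in a compared cell type has a change that rests on those few counts.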

# Supplementary material for: Specific labeling of synaptic schwann cells reveals unique cellular and molecular features
**Source:** eLife. 2020 Jun 25;9:e56935. doi: 10.7554/eLife.56935
**Supplement:** Supplementary file 2.

**Supplementary File 2.** Primers used for cDNA preamplification and qPCR.

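The primers of 10 pairs were matched to the transcripts of GENCODE M21 (GRCm38). For 6 of the 7 genes reported here both primers lie on at least 1 transcript of the gene, with a product across an intron and no product on another gene's transcript. On Ajap1 the product is 108 bases long and spans exons 1 and 2, from 153432764 to 153482146 on chromosome 4. The product on Bche is 148 bases (exons 1 and 2, chromosome 3, 73701966 to 73708148), on Col20a1 150 bases (exons 33 and 34, chromosome 2, 181015595 to 181015824) and on Ncam1 59 bases (exons 8 and 9, chromosome 9, 49546258 to 49557103). Pdgfa gives 140 bases between exons 4 and 6 (chromosome 5, 138977216 to 138986190) and Pdlim4 149 bases across exons 1 and 2 (chromosome 11, 54063653 to 54068854). The printed forward primer for Foxd3 matches its single transcript exactly and the printed reverse primer matches 0 transcripts of Foxd3. Products were searched for as exact matches only. GFP and dsRed are not mouse genes, and no product of their primers was found on a transcript.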

| Gene | Forward Primer (5’-3’) | Reverse Primer (5’-3’) |
| --- | --- | --- |
| 18S | GGACCAGAGCGAAAGCATTTG | GCCAGTCGGCATCGTTTATG |
| Ajap1 | ACAGCTTTTAGGACTCAGCTCCA | GATGGGAAGTCGACCGCAA |
| Bche | CTGCAGTAATTCCGAAATCAACA | GACCCTTCCGGTCTTGGTTG |
| Col20a1 | AGTCAGCCATACGGACACAT | CTCCAGGAAGTAGAGCCTCG |
| dsRed | TCCCAGCCCATAGTCTTCTTCT | GTGACCGTGACCCAGGACTC |
| Foxd3 | TCCATCCCCTCACTCACCTAA | CCCAGCGGACGGGTTGA |
| Gfp | AGAACGGCATCAAGGTGAACT | GGGGTGTTCTGCTGGTAGTG |
| Ncam1 | AAGAAAAGACTCTGGATGGGC | CAAGGAGGACACACGAGCAT |
| Nrxn1 | GGGCGACCAAGGTAAAAGTA | GCTGCTTTGAATGGGGTTTTGA |
| Pdgfa | GGTGGCCAAAGTGGAGTATGT | CTCACCTCACATCTGTCTCCTC |
| Pdlim4 | CTCACCATCTCGCGGGTTCA | AGATGATCGTGGCAGCCTTT |

How the deposited data were processed for this re-analysis (not part of the article)

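RNA of S100β-GFP+;NG2-dsRed+ PSCs, S100β-GFP+ Schwann cells and NG2-dsRed+ cells, sorted from skeletal muscle of juvenile mice, was measured by RNA-seq. The authors trimmed the reads with ea-utils and Btrim, aligned them with HISAT2 and counted them per gene with HTSeq, and the deposited table holds these counts as whole numbers without normalization. The versions of these tools, the genome build, the annotation and the use of strand in counting are not given in the sources used here. Counts of genes that have a near-identical copy or overlap another gene can therefore be split or merged in ways that the table does not show. Columns were given to samples by library number, for 9 PSC, 8 S100β-GFP+ and 10 NG2-dsRed+ libraries of the 36 in the labels, and the other libraries were not analysed here. Before replicates were averaged their columns were compared. None were identical, and each pair of one cell type differed by more than the sampling noise (chi-square per degree of freedom of at least 8.10).

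The counts on genes per library were between 5221655 and 9592875, and genes at a few CPM (counts per 1000000) rest on few counts. PCR copies cannot be told from separate molecules in these counts, so floors cover counting error only. A floor is 3 counts over a cell type. Symbols, positions and overlaps of genes came from GENCODE M21 (GRCm38), which has 99.56% of the table's identifiers.

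In R 4.3.3, edgeR 4.0.16 was used with TMM normalization, filterByExpr (minimum count 10, 15330 genes kept), one quasi-likelihood fit of the 3 cell types and Benjamini-Hochberg adjustment at 0.05. All cell types were fitted together so that they share one estimate of the spread. PSC-enriched genes had an adjusted p under 0.05 and a log2 fold change of at least 2 against both other cell types and a mean of at least 5 normalized counts in PSCs. Lists of 3 gene families and 12 sets of marker genes (Schwann cell lineage, myelinating Schwann cells, pericytes and smooth muscle, fibroblasts, endothelium, macrophages and leukocytes, satellite cells and myoblasts, skeletal muscle fibres, melanocytes, chondrocytes and tenocytes, erythroid cells, cell cycle) were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Levels on the log2 scale used a prior count of 2. A correlation across fewer than 10 libraries had an exact permutation test, and otherwise a permutation test with 100000 permutations, both two-sided.

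A rule for the genes named in the text was fixed before the data were examined. It names the genes of Table 1, the 8 genes of the qPCR, Cspg4 and S100b, the 5 PSC-enriched genes with the largest smaller one of their log2 fold changes against the other cell types among those higher in every PSC library than in every other library, the members of the gene lists, and Xist and 4 genes of the Y chromosome. The fold changes printed in the paper had been read by then. Lars2, Gm23935 and Gm15564 are outside this rule and were chosen after the leading genes of the libraries were seen, and genes that overlap a named gene are named from the annotation. Which members of the gene lists are printed singly was chosen after their values were seen. A few of the genes of Table 1, the qPCR and the lists are not reported here.

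The processing was tested on simulated counts with 200 genes changed in PSCs, drawn from the means and library sizes of the real libraries. Of the changed genes kept by the filter, the edgeR test recovered 75.9% against S100β-GFP+ cells and 79.6% against NG2-dsRed+ cells, with 3.97% and 5.59% false calls, over 15039 genes. DESeq2 recovered 79.5% and 79.0% with 11.67% and 10.23% false calls over 15330 genes, and limma-voom 71.2% and 77.5% over 15039 genes. With only the compared cell types in the fit edgeR recovered 67.9% and 76.8% over 14656 genes. Of the simulated genes 4-fold over both cell types, 64.3% were called enriched. A set of 20 genes raised 2-fold was found by camera (p = 2.24e-43 against S100β-GFP+ cells, 15330 genes) and 20 unchanged genes were not (p = 0.531). The simulated genes were drawn independently, so these sets cannot check the preset correlation on real lists, whose genes may vary together. In random splits of the real libraries a median of 2 gene family tests and 12 marker tests were past the threshold.

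The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2 size factors in edgeR, no filter on low counts, a mean count of at least 5 in 1 cell type as the filter, only the groups compared in each fit, limma-voom with sample quality weights, a prior count of 2 in fold changes, an unadjusted p, a test against a 4-fold change, a minimum of 20 or of 0 counts in PSCs, fry and an estimated correlation for the lists, and leaving out each library in turn. Added after seeing the data were fits with the share of counts on Lars2, Gm23935 and Gm15564 or with sex, read from Xist and the Y genes, as a term, DESeq2 with an unadjusted p, and fits without S100β-GFP+ library 22 or without libraries 14, 17 and 22. The qPCR and imaging experiments of the paper and its Ingenuity Pathway Analysis were not analysed here.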

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

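Every test here other than the splits of the libraries and the tests of other cell types' RNA in S100β-GFP+ libraries, of PSC library 18 as a single library and of its depth, and of genomic DNA in library 22 as such was chosen after the result was seen. A library was taken as far from the others of its cell type where its gap to the nearest one, divided by the range of the cell type, was above Dixon's 95% value. Of 240 groups of values 29 had such a library, where chance gives about 1 in 20, or 12.0, so some of these are expected by chance. Levels were compared as log2 CPM.

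PSC library 18 stood apart most often. It had 14616 genes with a count, where the other PSC libraries had 20203 or more, with a gap of 0.706 of the range. Its mean levels were lowest for synaptic adhesion genes (gap 0.719), glutamate receptors (0.639), axon guidance genes (0.599) and melanocyte genes (0.513), and among genes for Nlgn3 (0.658), Agrn (0.534), Cd44 (0.606), P2ry1 (0.501), P2ry2 (0.553), Sema3a (0.497), Pmel (0.516), Tyrp1 (0.674) and Grik3 (0.506). Cnp was highest there (0.746). Depth is argued against as the cause, since the other PSC libraries, thinned to the total of library 18, kept at least 19903 genes with a count. Library 18 had no count for 30.1 to 32.9% of genes at 1 to 10 CPM in every PSC library but it and the one compared with it. The compared library had none for at most 0.622% of the same genes. Of genes at 50 CPM or more in every other PSC library 0% had no count in library 18. These values show that genes of low abundance were missing. They cannot decide on loss of such transcripts as the cause, since the library was picked for its few genes with a count. Such a loss would also leave open why Agrn and Cd44, at 148 and 66.1 CPM there, were low and Cnp, at 1074 CPM, high. The number of enriched genes does not rest on this library, since 499 were enriched without it, 458 of them among the 502. No biological explanation was tested, as the libraries of one cell type have no condition of their own.

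Libraries of S100β-GFP+ cells held RNA of genes that the paper does not discuss. Macrophage and leukocyte genes were higher in them than in NG2-dsRed+ libraries by a median log2 fold change of 6.77 (8 of 8 genes, adjusted p = 1.40e-10 by camera), and fibroblast genes by 2.13 (8 of 8, adjusted p = 5.04e-06). In PSCs the fibroblast genes were lower than in S100β-GFP+ cells (-4.33, adjusted p = 4.26e-08), as were the macrophage genes (-8.06, adjusted p = 3.59e-07). RNA of such cells is a candidate explanation for lower Schwann cell lineage genes in S100β-GFP+ libraries. These 2 marker lists of other cell types were higher there than in PSCs, with their 3 most abundant genes all above the PSC level. Col1a1 had 9151 ± 1873 CPM in S100β-GFP+ cells (SD, n = 8) and 412 ± 331 in PSCs (SD, n = 9), Col1a2 8005 ± 1387 and 1158 ± 287, Cd14 377 ± 258 and 0.939 ± 1.31, and Ptprc 294 ± 178 and 1.07 ± 1.28. Chondrocyte and tenocyte genes were also lower in PSCs (-3.81, adjusted p = 0.0161), but the mean CPM of Col2a1, among their 3 most abundant, was higher in PSCs. Setting this list aside rests on PSC library 31, without which Col2a1 was lower (-1.97 against S100β-GFP+ cells). The 8 genes of the macrophage list and the 8 of the fibroblast list all passed the filter on low counts, and none is in another list used here. Muscle holds fibroblasts and macrophages, so the lists do not show at which step their RNA entered. Fewer counts are argued against as the cause, since 7 of the 8 S100β-GFP+ libraries had a total at or above the lowest PSC total. Dilution by RNA of other cells alone would lower all Schwann cell genes alike. The lineage genes had a median log2 fold change of 4.61 in PSCs against S100β-GFP+ cells. The median of myelinating Schwann cell genes was -0.29 (adjusted p = 0.787 by camera), with 2 of 10 higher in PSCs. For these lists the values argue against dilution as the whole cause. A difference between the Schwann cells themselves stays open and was not tested. As many marker tests past the threshold as 17 of 36 were reached by 17 of 100 splits of all libraries, the real one included, so chance cannot be excluded for that number, and no macrophage or fibroblast test passed with a correlation estimated from the data.

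S100β-GFP+ library 22 had 17178 genes with at least 10 counts, the most of its cell type, with a gap of 0.559. Genomic DNA is a candidate explanation, since 89.7% of 1406 olfactory receptor genes had a count in it, 1261 genes. Few had been expected in every other library, which held outside libraries 17 and 14, with 777 and 462, as any other library had at most 214. A larger total is argued against, since 3 S100β-GFP+ libraries had more counts. Genomic DNA in library 22 is argued against as the whole cause of the 16556 genes that differed from PSCs without a filter, as 11146 differed without a filter when library 22 was left out, over 1.5 times the 6976 with the filter. Genomic DNA in libraries 14, 17 and 22 together may be the source of these, since 8449 differed without a filter when all 3 were left out, within 1.5 times the 6878 with the filter and the other 5 S100β-GFP+ libraries. The fit then holds fewer libraries, and it was not tested whether other RNA in the 3 has the same effect. With only these 3 S100β-GFP+ libraries 5941 genes differed and 550 were enriched in PSCs, and with only the other 5 619 were enriched. S100b was lowest in S100β-GFP+ library 14 (0.542) and P2ry1 in library 33 (0.629), and no cause of either was tested.

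In PSC library 31 Col2a1 (gap 0.606) and Acan (0.672) and the chondrocyte and tenocyte genes as a list (0.571) were highest. Col2a1 had 3859 CPM in it and at most 14.0 in the other PSC libraries, and Acan 285 against at most 2.42. Cartilage RNA in this library may be the source, since 6 of the 8 genes of the list were highest there and Col2a1 fell to a log2 fold change of -1.97 against S100β-GFP+ cells without it. Both genes are among the 19 enriched here that Supplementary file 1 does not list, and 469 genes were enriched without this library. All genes of the list passed the filter on low counts, so the other sorted cells are not free of them.

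In NG2-dsRed+ library 2 Col20a1 (gap 0.503), Dct (0.530) and Hbb-bs (0.533) were highest. RNA of Schwann cells is a candidate source of Col20a1 and Dct, as 13 of the 19 tested Schwann cell and myelin genes were highest in this library, where about 1 in 10 would be by chance. Hbb-bs, a gene of red blood cells, had 4709 CPM in it, and no test was made of it. In the other NG2-dsRed+ libraries, Agrn was lowest (0.496) and Gria4 highest (0.469) in library 28 Grik3 lowest (0.504) in library 15 and Nlgn3 lowest (0.475) in library 26. Ptprc was highest in PSC library 36 (0.512), at 4.32 CPM, and without that library it was past the threshold between PSCs and NG2-dsRed+ cells (-1.79, adjusted p = 0.00599 by edgeR), as it was with the share of counts on Lars2, Gm23935 and Gm15564 as a term (-1.67, adjusted p = 0.0253). No cause was tested for these.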

How the results depend on the processing

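The terms for the share of counts on Lars2, Gm23935 and Gm15564 and for sex, DESeq2 with an unadjusted p and the fits without S100β-GFP+ libraries 14, 17 and 22 and, with no filter, without library 22 were chosen after seeing the data, and so were the members of the gene lists whose fold changes are printed singly.

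The number of genes differing between PSCs and S100β-GFP+ cells, 7198, was within 1.5 times of itself under 7 of 8 alternatives, and the exception was no filter on low counts, with 16556. Between S100β-GFP+ and NG2-dsRed+ cells the same choice gave 10586 against 5099. For the former, 8449 genes were left without S100β-GFP+ libraries 14, 17 and 22, which had counts on many olfactory receptor genes. For the latter 6938 were left without library 22, where the filter gave 5165, and no other explanation was tested for it. The genes differing between PSCs and NG2-dsRed+ cells (6743) and between any pair of cell types at an adjusted p under 0.01 (7780) stayed within 1.5 times under all of these alternatives, at 6045 to 8340 and 7353 to 9427. PSC-enriched genes (502) moved beyond 1.5 times only in the test against a 4-fold change, which asks for more than the estimate and left 270. DESeq2 gave 671, 492 of them among the 502, and 703 with an unadjusted p. An unadjusted p in edgeR and no minimum count in PSCs removed and added no gene, so they test nothing. DESeq2 size factors shifted the median log2 fold change of all genes by at most 0.06.

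Leaving out each library in turn gave 6825 to 7918 genes between PSCs and S100β-GFP+ cells, 6315 to 7412 between PSCs and NG2-dsRed+ cells, 4617 to 5940 between S100β-GFP+ and NG2-dsRed+ cells, 7449 to 8687 between any pair, 444 to 546 PSC-enriched genes and 59 to 63 tests of the 36 named genes past the threshold, where all libraries gave 63.

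Of the list tests, 4 of 6 family tests and 17 of 36 marker tests were past the threshold. With the correlation estimated from the data these were 2 and 3, both adhesion tests, the tests of the Schwann cell lineage in PSCs against each other cell type, and that of pericyte and smooth muscle genes in S100β-GFP+ against NG2-dsRed+ cells. With fry they were 5 and 23. Without the filter 14 of the 20 marker tests past the threshold were among the 17. The cause was not tested.

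Among the named genes, 7 of 2577 fold changes under an alternative reversed, none of a gene past the threshold with all libraries. Against S100β-GFP+ cells limma-voom gave 0.50 for Lnx1, 1.28 for Nos2 and 0.20 for Nos3, Nos3 became 0.37 with the share of Lars2, Gm23935 and Gm15564 as a term, and without S100β-GFP+ library 17 Lnx1 became 0.12 and Nos3 0.011, where with other libraries left out Lnx1 fell to as low as -0.85 and Nos3 to -1.09. Cspg4 against NG2-dsRed+ cells became -0.019 without PSC library 23 and was at most 0.16 without any other. Of the 24 tested list members chosen to be printed singly, Cdh5 against S100β-GFP+ cells became 1.59 (adjusted p = 0.0217) by limma-voom and 0.24 without S100β-GFP+ library 17 (as low as -0.78 without another), and Hbb-bs against NG2-dsRed+ cells 0.33 without NG2-dsRed+ library 2 (as low as -1.25 without another). Col2a1 and Acan, enriched in PSCs with all libraries, rested on PSC library 31. Without it Col2a1 was -1.97 and -1.13 against S100β-GFP+ and NG2-dsRed+ cells and Acan -1.05 and -2.26. Over each library left out in turn these ranged to 5.17, 6.09, 4.83 and 3.44. In the same order DESeq2 gave -1.87, -0.98, -0.85 and -2.01, and limma-voom -1.75, -1.15, -1.40 and -3.02. The cause of the other reversals was not tested.

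An earlier choice of printed list members, the 3 most abundant genes of each list, had 42 reversed fold changes of 3238, and the choice was narrowed to fewer members after such reversals had been seen. The members chosen now have 15 of 1723, 12 of them of a gene past the threshold, Col2a1 or Acan. Over all 216 tested members of the lists, 218 of 15475 fold changes reversed, 16 of them of a gene past the threshold with all libraries.

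Of 126 list results under an alternative, 7 reversed by the test's direction, none past the threshold with or without the alternative. By the sign of the median 1 reversed, which is not among these. The test's direction is the rule used here, since the results are tests. Counting by the median was tried for a time after the reversals had been seen and was then dropped. Without the filter the medians were -0.57 for axon guidance, -2.19 for erythroid, -0.22 for myelinating Schwann cell and -0.60 for pericyte genes in PSCs against S100β-GFP+ cells, -1.15 for macrophage genes in PSCs against NG2-dsRed+ cells and 0.29 for erythroid genes in S100β-GFP+ against NG2-dsRed+ cells, and with fry 0.34 for endothelial genes in PSCs against S100β-GFP+ cells. In each of these the median and the test's direction differ in sign. The cause was not tested.

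No paired analysis was possible because the library numbers do not repeat between cell types. The alternative of all 36 libraries was not run, since 27 have a column here, and a minimum of 1000000 counts per library removed none. Depth limits genes of few counts, such as Chrm1, which the filter on low counts removed.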

Differences from the paper's values

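With edgeR on all 27 libraries, no value of the paper that was also computed here (replicates, read counts and log2 changes of Table 1 and of the named genes in Supplementary file 1, and numbers of genes) differed by more than the error and by more than 1.5 times. Of the genes in Supplementary file 1 of the paper, all but 1 were matched here, which left 657, and 502 genes were enriched here. Of the settings run, DESeq2, the paper's test, gave 671, while edgeR gave 712 without a filter on low counts and 712 with a mean count of at least 5 as the filter. DESeq2 with an unadjusted p, chosen after the values were seen, gave 703, with 654 of the 657 genes of that file matched here.

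The paper names NG2 among the genes that its RNA-seq found enriched in PSCs. The gene of NG2, Cspg4, was higher in PSCs than in S100β-GFP+ cells by a log2 fold change of 3.28 and differed from NG2-dsRed+ cells by 0.05 (adjusted p = 0.877 by edgeR), and Supplementary file 1 does not list it. Cells were sorted on dsRed driven by the Cspg4 promoter, so both values depend on the sort.

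The paper names axon guidance among the leading pathways. Of 62 genes of the axon guidance list tested here, 2 were enriched where 2.14 were expected, and the list's median was below 0 against both cell types. The list was written here and is not the set that Ingenuity Pathway Analysis uses. The other pathways that the paper names are synaptogenesis and glutamate receptor signaling. Of the lists written here for synaptic adhesion, which stands in for synaptogenesis, and for glutamate receptors, 23 and 5 genes were enriched.

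Table 1 gives Chrm1, Grm5 and P2ry12 as not detected in NG2-dsRed+ cells. In the count table Chrm1 had 25 counts in 6 NG2-dsRed+ libraries, Grm5 4 counts in 2 and P2ry12 38 counts in 8. For Grm5 and P2ry12 the paper's Supplementary file 1 prints log2 changes of 6.64 and 6.14, and the values here were 6.16 and 6.07. The paper states 7 S100β-GFP+ replicates, and its printed read counts were obtained here with 8.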

Other observations

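The tests of S100b and Dct against the share of counts on Lars2, Gm23935 and Gm15564 and of the explanations for it, and the fits with that share or with sex as a term, were chosen after the result was seen, and those of splits, of melanocytes and of cells sorted together were not.

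For 5 numbers of genes, 1 of 100 splits of the same libraries, the real one, gave a result as large, so chance can be excluded. These are the genes differing between PSCs and S100β-GFP+ cells (other splits at most 1214), PSCs and NG2-dsRed+ cells (at most 2176) and S100β-GFP+ and NG2-dsRed+ cells (at most 2823), the PSC-enriched genes (at most 0) and the genes differing between any pair of cell types (at most 0). For the 4 gene family tests past the threshold, 15 of 100 splits gave as many, so chance cannot be excluded for that number.

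Pairs of an S100β-GFP+ cell and an NG2-dsRed+ cell sorted together could carry both fluorescent proteins, but a mixture lies between its parts and would give no more genes 4-fold above both than random splits do. Their largest number was 0, and 502 were found, which argues against such pairs as the source of the enriched genes. By Xist and Y genes there were 5 female and 4 male PSC libraries, 6 and 2 S100β-GFP+ libraries and 5 and 5 NG2-dsRed+ libraries. With sex as a term 6993 genes differed between PSCs and S100β-GFP+ cells, which argues against sex as the cause.

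The melanocyte genes Dct and Tyrp1 were enriched in PSCs. Melanocytes in the sort are argued against, since Pmel, which melanocytes make in large amounts, had 2.00 CPM in PSC libraries, and Mlana 1 count in 1 of the 9 PSC libraries, where Dct had 61.0 and Tyrp1 19.0 CPM. Pmel overlaps Cdk2 and Dgka on the opposite strand, whose reads would raise its count, not lower it. Use of Dct by PSCs or by another glial cell stays open.

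Across the 9 PSC libraries S100b fell with the share of counts on Lars2, Gm23935 and Gm15564 (Pearson's r = -0.97, exact permutation p = 0.000160, adjusted 0.000479, and Spearman's rho = -0.93, exact permutation p = 0.000750, adjusted 0.00450), and without libraries 23 and 36, the farthest in share, r was -0.97. Dct did too (Pearson's r = -0.95, exact permutation p = 4.96e-05, adjusted 0.000298, and Spearman's rho = -0.90, exact permutation p = 0.00203, adjusted 0.00608, and r = -0.95 without the same libraries). The shares were 3.64, 6.95, 8.55, 9.66, 17.8, 27.7, 31.5, 31.6 and 36.6%, and if those up to 17.8% and those from 27.7% are taken as separate clusters, neither has 6 libraries, the fewest for which a correlation is given here, and none was computed within them. In NG2-dsRed+ libraries S100b also fell (Pearson's r = -0.86, permutation p = 0.00125, adjusted 0.00250, and Spearman's rho = -0.79, permutation p = 0.00835, adjusted 0.0167, and r = -0.94 without libraries 28 and 35). In S100β-GFP+ libraries the values for S100b were Pearson's r = -0.66, exact permutation p = 0.0454, adjusted 0.0682, and Spearman's rho = -0.79, exact permutation p = 0.0279, adjusted 0.0419, and r = -0.49 without libraries 11 and 3, so that it rests on these. Dct, at few counts there, gave Pearson's r = -0.55, permutation p = 0.0924, adjusted 0.111, and Spearman's rho = -0.56, permutation p = 0.0988, adjusted 0.119 in NG2-dsRed+ libraries (r = -0.78 without libraries 28 and 35) and Pearson's r = 0.07, exact permutation p = 0.856, adjusted 0.856, and Spearman's rho = -0.02, exact permutation p = 0.979, adjusted 0.979 in S100β-GFP+ libraries (r = 0.31 without libraries 11 and 3). These are 6 relations.

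Counts taken by the 3 genes are argued against as the whole cause of the fall in PSC libraries, since 83.2% of the S100b slope was left with them out of the totals. The test of GC content and length decides nothing, since both genes had been chosen for their fall. Of the 500 genes nearest in both, 3.4% had a lower slope than S100b and 0.2% of those nearest to Dct a lower slope than Dct, and across all tested genes the slope had a Spearman correlation of 0.21 with GC content and 0.13 with length. A difference in library preparation that acts on all sorts may be the source, since slopes across genes, which are not independent replicates, had a Spearman correlation of 0.588 between PSC and NG2-dsRed+ libraries and 0.454 between PSC and S100β-GFP+ libraries, the latter under the 0.5 that the test asked of the former. With the share as a term the log2 fold changes of S100b against S100β-GFP+ and NG2-dsRed+ cells were 1.67 and 4.22 and those of Dct 5.61 and 8.04, all past the threshold. A difference between the mice is open and was not tested.

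The marker lists not given above had these results, as median log2 fold changes followed by adjusted p by camera. Schwann cell lineage genes were higher in PSCs (4.61, 1.92e-06 against S100β-GFP+ cells and 5.94, 9.26e-09 against NG2-dsRed+ cells). Myelinating Schwann cell genes were not past the threshold between PSCs and S100β-GFP+ cells (-0.29, 0.787) and were higher than in NG2-dsRed+ cells (2.60, 7.52e-07). Pericyte and smooth muscle genes were lower in PSCs than in NG2-dsRed+ cells (-4.40, 1.67e-08) and not past the threshold against S100β-GFP+ cells (-0.70, 0.378). Among them Rgs5 had 83.3 ± 33.4 CPM in PSCs (SD, n = 9) and 5322 ± 1545 in NG2-dsRed+ cells (SD, n = 10). Endothelial genes were lower in PSCs than in NG2-dsRed+ cells (-3.18, 4.90e-05), with Cdh5 at 129.5 ± 60.0 and 921 ± 152 CPM. Against S100β-GFP+ cells their median (0.34, 0.980) and their mean, -0.02, differed in sign. The S100β-GFP+ libraries are not alike in these genes, whose mean log2 CPM was 6.64, 8.32 and 7.38 in libraries 14, 17 and 22, 2.83 to 4.21 in the other 5 and 3.42 to 6.32 in PSC libraries. Erythroid and axon guidance genes were also higher in each of the 3 than in each of the other 5, and macrophage and cell cycle genes lower, so the results of these lists against S100β-GFP+ cells join unlike libraries. Cell cycle genes were higher in PSCs than in NG2-dsRed+ cells (2.71, 3.72e-05) and not past the threshold against S100β-GFP+ cells (0.90, 0.133). Satellite cell and myoblast genes (0.62, 0.418 and -0.38, 0.498), skeletal muscle fibre genes (0.60, 0.133 and 0.35, 0.198), erythroid genes (-2.19, 0.547 and -1.65, 0.596) and melanocyte genes (0.11, 0.547 and 1.14, 0.109) were past the threshold against neither.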
